# *YWHAG* Deficiency Disrupts the EMT‐Associated Network to Induce Oxidative Cell Death and Prevent Metastasis

**DOI:** 10.1002/advs.202301714

**Published:** 2023-09-27

**Authors:** Jeannie Xue Ting Lee, Wei Ren Tan, Zun Siong Low, Jia Qi Lee, Damien Chua, Wisely Duan Chi Yeo, Benedict See, Marcus Ivan Gerard Vos, Tomohiko Yasuda, Sachiyo Nomura, Hong Sheng Cheng, Nguan Soon Tan

**Keywords:** autophagy, epithelial‐mesenchymal transition, oxidative stress, *YWHAG* regulome

## Abstract

Metastasis involves epithelial‐to‐mesenchymal transition (EMT), a process that is regulated by complex gene networks, where their deliberate disruption may yield a promising outcome. However, little is known about mechanisms that coordinate these metastasis‐associated networks. To address this gap, hub genes with broad engagement across various human cancers by analyzing the transcriptomes of different cancer cell types undergoing EMT are identified. The oncogenic signaling adaptor protein tyrosine 3‐monooxygenase/tryptophan 5‐monooxygenase activation protein gamma (*YWHAG)* is ranked top for its clinical relevance and impact. The cellular kinome and transcriptome data are surveyed to construct the regulome of *YWHAG*, revealing stress responses and metabolic processes during cancer EMT. It is demonstrated that a *YWHAG*‐dependent cytoprotective mechanism in the regulome is embedded in EMT‐associated networks to protect cancer cells from oxidative catastrophe through enhanced autophagy during EMT. *YWHAG* deficiency results in a rapid accumulation of reactive oxygen species (ROS), delayed EMT, and cell death. Tumor allografts show that metastasis potential and overall survival time are correlated with the *YWHAG* expression level of cancer cell lines. Metastasized tumors have higher expression of *YWHAG* and autophagy‐related genes than primary tumors. Silencing *YWHAG* diminishes primary tumor volumes, prevents metastasis, and prolongs the median survival period of the mice.

## 1 Introduction

Metastasis is a multistep process resulting in cancer cell dissemination from the primary site to distal organs, along with metabolic adaptation toward prevailing oxidative stress, deprivation of oxygen, and nutrients of the microenvironment at the foreign site. It is often associated with end‐stage cancers.^[^ ^1^ ^]^ Metastasis begins with cancer cells at the primary site undergoing epithelial‐mesenchymal transition (EMT) to breach the basal lamina and invade surrounding tissues, followed by the disruption of adjacent endothelial cells to enter the systemic circulation, evade immune recognition, and survive anoikis before landing on a suitable secondary site. Metastatic cancer cells adapt to the new microenvironment and proliferate to form micrometastases and secondary tumors.^[^ ^2^ ^]^ These metastatic cancer cells are resistant to many chemotherapeutic drugs and other therapeutic modalities, such as chemotherapy and radiotherapy. The complex nature of metastasis makes it a difficult therapeutic target because of its multisystemic spread and enhanced resistance to many anticancer therapies.^[^ ^3^ ^]^ With metastasis accounting for over 90% of cancer mortality,^[^ ^4^ ^]^ effective cancer treatment largely depends on our capacity to intercept the metastatic process. Although these clinical realities have been acknowledged for a long period, our capability to manage metastasis remains unsatisfactorily deficient.

EMT is a series of energy‐demanding events that culminate in the metastatic dissemination of carcinomas.^[^ ^5^ ^]^ During EMT, cancer cells lose epithelial properties and acquire mesenchymal features, including motility and metastatic potential.^[^ ^6^ ^]^ Clinically, active EMT reprogramming often confers an undesirable prognosis in patients due to the acquisition of new characteristics, such as enhanced chemoresistance, invasiveness, and angiogenesis.^[^ ^7^ ^]^ Various signaling pathways, such as transforming growth factor beta (TGF‐β) and NOTCH, and EMT‐inducing growth factors, such as epidermal growth factor (EGF) and platelet‐derived growth factor(PDGF), produced by tumor‐associated stromal cells have been known to confer these oncogenic properties.^[^ ^8^ ^]^ The gene networks that regulate these cellular characteristics are often complex and their activation must be well coordinated to allow functional EMT and metastasis. However, there is little information on the mechanism that coordinates these molecular networks. Deciphering these mechanisms will provide much needed insight into metastasis, where deliberate disruption is expected to yield important clinical information regarding prognosis and response to therapy.

Oncogenic signaling adaptor proteins exert temporal control over activated signaling networks and are prime drivers of the molecular networks coordinating EMT. Unlike adaptor proteins with src homology 2 and phosphotyrosine binding domains, a unique feature of the 14‐3‐3 family of adapter proteins is their ability to interact with serine/threonine phosphorylated target proteins, such as kinases and transcription factors, and modify the activity, stability, and subcellular localization of interacting proteins, hence allowing them to serve as direct regulators of the interacting proteins.^[^ ^9^ ^]^ Thus, the interaction with 14‐3‐3 is tightly regulated by kinases and phosphatases. In mammals, there are seven distinct 14‐3‐3 isoforms (β, γ, ε, η, ζ, σ and τ), each encoded by a different gene. Although the different 14‐3‐3 isoforms were once mistaken to be redundant, increasing studies have illustrated their unique specialized interaction networks.^[^ ^10^ ^]^ The functions and expression of 14‐3‐3 isoforms in cancer cells are different. Among the seven isoforms, 14‐3‐3ζ and 14‐3‐3σ are widely implicated in cancer progression. Elevated 14‐3‐3ζ modulates chemoresistance in diffuse large B‐cell lymphoma and non‐small cell lung cancer, among others.^[^ ^11^ ^]^ A decrease in 14‐3‐3σ expression is reported in primary breast, liver, and stomach tumors.^[^ ^12^ ^]^ The expression of 14‐3‐3γ (also known as tyrosine 3‐monooxygenase/tryptophan 5‐monooxygenase gamma (*YWHAG)* activation protein) was consistently upregulated during EMT in multiple cancer cell lines and in advanced‐stage and human metastatic tumor biopsies.^[^ ^7^, ^13^ ^]^ 14‐3‐3γ also had a larger interactome than other 14‐3‐3 isoforms.^[^ ^14^ ^]^ Taken together, 14‐3‐3 isoforms serve as hubs for many signaling pathways that govern critical processes in cancer.

In this study, we deciphered metastasis/EMT‐associated networks from transcriptomes of cancer cells undergoing EMT, regardless of the inducer. We identified *YWHAG* as a hub gene with broad engagement across the spectrum of human cancers. Using kinomic, transcriptomic, and interactome data, we constructed a *YWHAG* regulome and revealed a cytoprotective mechanism against oxidative stress embedded in EMT‐associated networks.

## 2 Results

### 2.1 Loss of *YWHAG* Delays EMT in Cancer Cells

EMT involves transcriptional reprogramming, which often culminates in complex changes to the cellular transcriptome. To identify changes in the EMT transcriptome with broad engagement across the spectrum of human cancers, we interrogated the transcriptomes of four different cancer cell types treated with different EMT inducers (GSE82104, GSE90566, GSE75487, and GSE148823). Semantic similarity and gene ontology enrichment analysis revealed that the 1270 differentially expressed genes (DEGs) can be broadly grouped into seven clusters: cell signaling, cellular response, cell division, metabolic, developmental, and organismal processes, and macromolecular modifications. These functional clusters are ubiquitously altered across different cancer cells during EMT in an inducer‐independent manner, highlighting a functional network that is crucial for successful EMT. These clusters were independently validated using the transcriptomes of MKN74, a polarized gastric carcinoma, undergoing dimethyloxaline glycine (DMOG)‐ and TGF‐β1‐induced EMT (GSE204929) (**Figure** **1**A).

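MKN74 is an established line of human gastric carcinoma cells. DMOG inhibits prolyl hydroxylases and thereby stabilizes hypoxia-inducible factors, and TGF-β1 is a cytokine. RNA-seq libraries were made from MKN74 cells without inducer (4 control libraries), with 0.5 mM DMOG for 48 h (2 libraries) and with 10 ng/mL TGF-β1 for 48 h (2 libraries). The authors deposited raw counts of reads per gene, without normalization, in a table for each library. The header of these tables names STAR, the coordinates are those of GRCh38, and the options used for counting are not stated in them. The total counts of the control libraries ranged from 17903150 to 24787932 with a median of 21405750.5. Those of the DMOG libraries were 17140244 and 18979197, and those of the TGF-β1 libraries were 17156948 and 20285635. Each table lists 45 pseudoautosomal genes a second time, and these second entries, which held 1 count in all, were left out. Replicate libraries differed by more than sampling noise. Over the 16 pairs of libraries of one condition, in MKN74 cells and in MKN74 cells transfected with siRNA against *YWHAG*, the chi-square per gene ranged from 2.31 to 5.27, where sampling noise alone gives about 1. The counts were normalized with edgeR's TMM method, and the 16910 genes that passed its filter on low counts (filterByExpr) were tested in a single fit of the 8 libraries with edgeR's quasi-likelihood test. The biological coefficient of variation was 4.35%, so that small differences passed the threshold, a Benjamini-Hochberg adjusted p under 0.05. The heatmap of Figure 1A shows the genes that the authors shortlisted with DESeq2, and that list of genes was not analysed here.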

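With DMOG, 12067 of the 16910 genes tested (71.4%) differed from the control libraries at an adjusted p under 0.05, of which 6283 were higher and 5784 lower. With TGF-β1, 9161 genes (54.2%) differed, 4537 higher and 4624 lower. A limit on the fold change moved these numbers most, since 4944 genes with DMOG and 1780 with TGF-β1 also had an absolute log2 fold change of at least 1. DESeq2 called 11257 and 8247 genes. Upper-quartile normalization in place of TMM moved the median log2 fold change of all genes with DMOG by 0.14, and the calls were then 7308 higher and 4820 lower. With TGF-β1 it moved the median by 0.07, and the calls were 5319 higher and 3884 lower.
Both inducers changed 7075 genes in the same direction (3431 higher, 3644 lower), out of 7819 genes called with both, and 744 in opposite directions. The correlation of the log2 fold changes was 0.679 across genes, which are not independent replicates. Both comparisons share the 4 control libraries, and 20 simulations of unchanged treatments against shared controls gave correlations of 0.277 to 0.329 and at most 1 gene called with both. When each inducer was compared with a separate pair of control libraries, 6339 and 6518 genes changed in the same direction, and the correlations were 0.616 and 0.639.
The genes with the largest increases with DMOG were *CA9*, *HAPLN3*, *IGFBP3*, *ANKRD37* and *CALB1*. *CA9* (ENSG00000107159), which encodes a carbonic anhydrase, lies on chromosome 9 of GRCh38 from 35673918 to 35681159. It rose from 0.136 ± 0.0913 CPM (counts scaled to the TMM-normalized library total, SD, n = 4) in control libraries, where its counts were 0 to 4, to 14.3 ± 0.181 CPM (SD, n = 2). Its log2 fold change was 6.73 (standard error 0.275, adjusted p = 1.83e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both DMOG libraries above all 4 controls. The largest decreases were those of *PRSS56*, *IFITM1*, *IFI44L*, *MT-TT* and *BST2*. *PRSS56* and *MT-TT* had at most 3 counts in either DMOG library, and they had log2 fold changes of -5.83 and -4.74 or lower. With TGF-β1, *CSF2*, *CAPN8*, *ACTBL2*, *PMEPA1* and *TNFSF15* rose most, and *ID1*, *PRSS56*, *CERS4*, *NDRG2* and *NR4A1AS* fell most. The last of these is an antisense gene, whose counts are uncertain because the counting is not stated to use the strand. *ID1* (ENSG00000125968, chromosome 20, 31605283 to 31606515) had 133 ± 9.16 CPM (SD, n = 4) in control and 8.06 ± 0.102 CPM (SD, n = 2) in TGF-β1 libraries. Its log2 fold change was -4.04 (standard error 0.0836, adjusted p = 1.17e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both TGF-β1 libraries under all 4 controls.
Gene lists written by hand stood in for the functional clusters and were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 21 lists. All 97 genes of the cell division list were called lower with each inducer, over all genes tested and adjusted over the list alone. Its median log2 fold change was -1.999 with DMOG (adjusted p = 9.37e-75) and -0.89 with TGF-β1 (adjusted p = 2.87e-62 from camera with Benjamini-Hochberg adjustment). Of 99 nuclear genes for mitochondrial gene expression, 90 were called lower with DMOG and 83 with TGF-β1, and 5 and 3 higher, with the same counts adjusted over the list alone. Their medians were -0.89 (adjusted p = 1.51e-15) and -0.37 (adjusted p = 5.74e-11 from camera with Benjamini-Hochberg adjustment). The hypoxia response list of 43 genes, of which 42 were called higher with DMOG both over all genes and adjusted over the list alone, had a median of 2.83 (adjusted p = 2.31e-121 from camera with Benjamini-Hochberg adjustment) against 0.21 with TGF-β1, where 22 were called higher and 11 lower by either adjustment (adjusted p = 0.00581 from camera with Benjamini-Hochberg adjustment). The TGF-β response list of 37 genes had medians of 0.57 with DMOG, 25 higher and 10 lower by either adjustment (adjusted p = 0.000279), and 0.33 with TGF-β1, 24 higher and 8 lower by either adjustment (adjusted p = 6.72e-07 from camera with Benjamini-Hochberg adjustment). With the correlation within each list estimated from the data, 2 of the 15 lists that camera called with DMOG held, cell division and hypoxia response, and 2 of the 12 with TGF-β1, cell division and lipid metabolism. These 4 calls also held under fry. The paper states that the 7 clusters were found in these transcriptomes too.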

**Figure 1:**
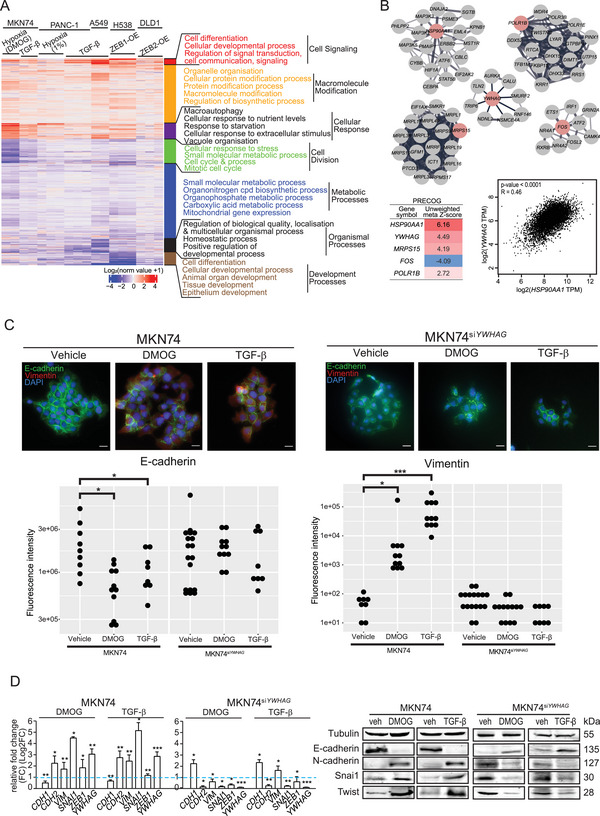
*YWHAG* is a key mediator of EMT during cancer metastasis. A) Heatmap of differential transcriptomes (1270 genes) during EMT induced by different stimuli from 4 publicly accessible and experimentally derived TGF‐β1‐ and DMOG‐induced EMT of MKN74 cells. Red denotes upregulation, while blue denotes downregulation relative to unstimulated control cells. B) Top five hub genes and gene modules (top) involved in cancer cells undergoing EMT and their unweighted meta‐Z scores (bottom left) based on the Prediction of Clinical Outcomes from Genomic Profiles (PRECOG) database. Pearson correlation plot of *YWHAG* and *HSP90AA1* expression in 21 cancer types from The Cancer Genome Atlase (TCGA) database (bottom right). C,D) Representative immunofluorescence images, quantitative polymerse chain reactions (qPCR), and representative immunoblot of epithelial and mesenchymal markers in DMOG (0.5 mm)‐ or TGF‐β (10 ng mL^−1^)‐induced EMT in MKN74 and MKN74^siYWHAG^ cells. In (C), quantifications of the E‐cadherin (green fluorescence) and vimentin (red fluorescence; mesenchymal marker) are shown. In (D), the blue dotted line represents the relative expression of untreated cells. Scale bar = 20 µm. Data are represented as the mean ± SD from at least three independent experiments. ***p < 0.001, **p < 0.01, *p < 0.05; n.s. denotes not significant (Mann‒Whitney U test).

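*HSP90AA1*, *POLR1B*, *MRPS15*, *FOS* and *YWHAG* were each examined in the MKN74 libraries treated with DMOG or TGF-β1, in CPM after TMM normalization. *HSP90AA1* (ENSG00000080824, chromosome 14 of GRCh38, 102080738 to 102139699) encodes a chaperone. It had 1520 ± 23 CPM (SD, n = 4) in control, 645 ± 37.3 CPM (SD, n = 2) in DMOG and 820 ± 22.6 CPM (SD, n = 2) in TGF-β1 libraries. Its log2 fold changes were -1.24 with DMOG (standard error 0.0502, adjusted p = 1.95e-23) and -0.89 with TGF-β1 (standard error 0.0491, adjusted p = 2.11e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 treated libraries lay under all 4 controls. *POLR1B* (ENSG00000125630, chromosome 2, 112541915 to 112579818) fell from 59.7 ± 2.07 CPM (SD, n = 4) to 24.6 ± 0.604 CPM with DMOG and 43.5 ± 1.25 CPM with TGF-β1 (SD, n = 2 each). The log2 fold changes were -1.28 (adjusted p = 1.63e-19) and -0.46 (adjusted p = 3.79e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), again with every treated library under every control. *MRPS15* (ENSG00000116898, chromosome 1, 36455718 to 36464384) went from 124 ± 3.9 CPM (SD, n = 4) to 72.8 ± 0.633 CPM with DMOG and 108 ± 8.55 CPM with TGF-β1 (SD, n = 2 each), with log2 fold changes of -0.76 (adjusted p = 3.14e-15) and -0.19 (adjusted p = 0.0025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and no overlap with the controls.
The changes of *FOS* and *YWHAG* were smaller. *FOS* (ENSG00000170345, chromosome 14, 75278826 to 75282230) had 751 ± 23.4 CPM (SD, n = 4) in control, 696 ± 60.2 CPM (SD, n = 2) in DMOG and 672 ± 73.4 CPM (SD, n = 2) in TGF-β1 libraries. Its log2 fold change with DMOG, -0.11, did not pass the threshold (adjusted p = 0.0724), and that with TGF-β1 was -0.16 (adjusted p = 0.0119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The former passed with DESeq2 (-0.14), with library totals (-0.19), without the filter on low counts (-0.21) and with only the compared groups in the fit (-0.15), and upper-quartile normalization turned its direction (0.03). The latter was lost with library totals and with upper-quartile normalization (-0.09 each). *YWHAG* (ENSG00000170027, chromosome 7, 76326799 to 76358991) had a log2 fold change of 0.12 with DMOG (standard error 0.0525, adjusted p = 0.0412) and of 0.00 with TGF-β1 (adjusted p = 0.966 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both DMOG libraries lay above all 4 controls, but the DMOG call was lost with DESeq2 (log2 fold change 0.09), with library totals (0.04), without control library 1 (0.09) and without control library 3 (0.12).
The modules drawn around these genes in Figure 1B were tested as lists with camera, adjusted over the 21 lists. The median log2 fold change of the 10 genes of the *POLR1B* module was -1.35 with DMOG (9 called lower, 1 higher, adjusted p = 9.75e-05) and -0.38 with TGF-β1 (6 called lower, 1 higher, adjusted p = 0.0447 from camera with Benjamini-Hochberg adjustment). The 10 genes of the *MRPS15* module had medians of -0.95 (10 called lower, adjusted p = 0.000124) and -0.42 (8 called lower, adjusted p = 0.00497 from camera with Benjamini-Hochberg adjustment). These counts were the same adjusted over the list alone, which is not independent evidence because the study chose the modules partly on these libraries. The *HSP90AA1* module of 16 genes had medians of -0.32 (adjusted p = 0.086) and -0.24 (adjusted p = 0.131 from camera with Benjamini-Hochberg adjustment). The *FOS* module of 9 genes had medians of 0.08 (adjusted p = 0.0147) and 0.21 (adjusted p = 0.131 from camera with Benjamini-Hochberg adjustment). In the *YWHAG* module of 8 genes tested, 4 were called higher and 3 lower with DMOG, with a median of 0.10 although camera's direction was downward (adjusted p = 0.0303), and the median was 0.04 with TGF-β1 (adjusted p = 0.49 from camera with Benjamini-Hochberg adjustment). None of the modules passed with the correlation estimated from the data (lowest adjusted p = 0.119 from camera with Benjamini-Hochberg adjustment).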

We proceeded to construct gene‐gene interaction networks from the 1270 DEGs using three protein‐protein interaction databases, namely stringDB, Annotation and Integrated Analysis of the 14‐3‐3 interactome (ANIA) and BioPlex databases and identified the hub genes using CytoHubba.^[^ ^14^, ^15^ ^]^ The top five hub genes according to maximal clique centrality scores included heat shock protein 90 alpha family class A member 1 (*HSP90AA1*), RNA Polymerase I Subunit B (*POLR1B*), Mitochondrial Ribosomal Protein S15 (*MRPS15*), Fos proto‐oncogene, AP‐1 transcription factor subunit (*FOS*) and *YWHAG* (Figure 1B). To further understand the relevance of the top five hub genes in cancers, we interrogated the PRECOG (PREdiction of Clinical Outcomes from Genomic profiles) database, which encompasses 166 cancer expression datasets, including overall survival data for ≈18 000 patients diagnosed with 39 distinct malignancies.^[^ ^16^ ^]^ Our analysis revealed that *HSP90AA1* had the highest unweighted meta‐Z score, followed by *YWHAG, MRPS15*, and *POLR1B*. *FOS* had the lowest unweighted meta‐Z score (Figure 1B). The expression of *YWHAG* and *HSP90AA1* was significantly correlated in 21 cancer types from the TCGA database (Figure 1B; Figure S1, Supporting Information). The correlation between *HSP90AA1* and *MRPS15* was *r* = 0.03, while between *YWHAG* and *MRPS15* was *r* = −0.044. Chaperone *HSP90AA1* has previously been shown to promote cancer progression, distant metastasis, and drug resistance.^[^ ^17^ ^]^ However, much less is known about *YWHAG*, an oncogenic adaptor protein in cancer development and progression.

To establish a role for *YWHAG* in EMT, we examined the effect of *YWHAG* suppression on either DMOG‐ or TGF‐β1‐induced EMT in cancer cells. Treatment with both EMT inducers for 48 h increased the cell motility (Figure S2A, Supporting Information), reduced E‐cadherin expression and promoted vimentin staining in the epithelial cell borders (Figure 1C), and overexpressed EMT‐related genes in MKN74, MCF7, and HepG2 cells. *YWHAG* expression was also increased during EMT, regardless of the types of stimuli (Figure 1D). Similar TGF‐β1‐ and DMOG‐induced EMT was also observed in MCF7 and HepG2 cells (Figure S2B,C, Supporting Information). Next, we suppressed *YWHAG* using SMARTpool ON‐TARGETplus siRNA in three cancer cell lines, MKN74^siYWHAG^, MCF7^siYWHAG^, and HepG2^siYWHAG^. Up to ≈80% reduction in the mRNA level of *YWHAG* was observed after 48 h following siRNA transfection (Figure S3A, Supporting Information). Immunoblotting analysis revealed an ≈50% reduction in *YWHAG* protein levels after 8 h of transfection, with minimal reduction in the other six 14‐3‐3 isoforms (β, ε, η, σ, τ, and ζ), confirming the specificity of the *YWHAG* siRNA (Figure S3B, Supporting Information). The suppression of *YWHAG* markedly delayed EMT in cancer cells, as suggested by a reduced Euclidean distance between cells (Figure S2D, Supporting Information) and a reduction in mesenchymal‐associated genes and transcription factors with an increase in epithelial‐associated markers (Figure 1C,D; Figure S2B, Supporting Information). In MKN74 undergoing active EMT and has become mesenchymal‐like. Through the knockdown of *YWHAG* in these mesenchymal‐like MKN74 cells under EMT induction, we observed a stabilization of cell–cell distance and a limitation of cell motility, ceasing further EMT process (Figure S4A–C, Supporting Information). Additionally, the expression of mesenchymal‐associated markers was downregulated, while the expression of E‐cadherin, an epithelial marker, was upregulated (Figure S4D, Supporting Information), suggesting a mesenchymal‐to‐epithelial transition (MET) occurring in these mesenchymal‐like MKN74 cells. When combined with our previous data, these new findings demonstrate the critical role of *YWHAG* in the initiation and maintenance of cancer EMT, and the knockdown of *YWHAG* may promote MET as well.

To ascertain a specific role for *YWHAG* in EMT, we also investigated the effect of *YWHAE* (14‐3‐3ε) and *YWHAH* (14‐3‐3η) knockdown on EMT. *YWHAH* has the highest protein sequence similarity to *YWHAG* and shares the highest overlap in interacting partners (Figure S8A,B, Supporting Information). On the other hand, *YWHAE* has the lowest degree of similarity to *YWHAG*. siRNA knockdown of *YWHAE* and *YWHAH* achieved a reduction of ≈70–80% in the mRNA level of the target genes with minimal reduction in the protein expression of the other six 14‐3‐3 isoforms (Figure S5A–D, Supporting Information). Unlike *YWHAG*‐deficient cancer cells, *YWHAE* or *YWHAH* deficiency did not affect EMT induced by DMOG and TGF‐β. These findings suggest that EMT was not impaired in the absence of either *YWHAH* or *YWHAE* in cancer cells. They also underscore the specific role of *YWHAG* in cancer cells during EMT.

Furthermore, transcriptomic analysis of TGF‐β1‐ and DMOG‐treated wild‐type MKN74 and MKN74^siYWHAG^ revealed that *YWHAG* knockdown markedly activated inflammatory and stress signaling; inhibited cell division, FGF signaling and secondary metabolic processes; and promoted necrotic cell death (Figure S2E, Supporting Information). 

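For the comparison with *YWHAG* knockdown, RNA-seq libraries were also made from MKN74 cells transfected with 10 nM of a pool of siRNAs against *YWHAG* (MKN74 siYWHAG), without inducer (4 libraries), with DMOG (2 libraries) and with TGF-β1 (2 libraries). The authors deposited their raw counts in a single table made with featureCounts over the exons of GRCh38 genes, in which read pairs were counted once, strand was not used and reads with several alignments were not counted. The total counts ranged from 17558244 to 21716161 without inducer (median 19873431.5), and were 19569154 and 22671129 with DMOG and 17560531 and 19420356 with TGF-β1. The wild-type libraries stand in separate tables with another counting, so that every difference between MKN74 siYWHAG and wild-type cells under the same inducer is confounded with the table. A fixed ratio between the tables cancels in the difference of the responses to an inducer. All 16 libraries were fitted together on the 60610 gene identifiers that both kinds of table hold, of which 18135 passed the filter on low counts, with a biological coefficient of variation of 4.47%.
*YWHAG*, the gene targeted by the siRNA, had 114.9, 128.4, 122.2 and 127.1 CPM in the 4 wild-type control libraries, 132.4 and 131.9 CPM with DMOG and 124.4 and 115.7 CPM with TGF-β1. In MKN74 siYWHAG cells it had 54.2, 58.6, 53.7 and 53.4 CPM without inducer, 32.1 and 36.6 CPM with DMOG and 42.9 and 40.6 CPM with TGF-β1, so that every library labelled siYWHAG lay under every wild-type library. The group means fell by 55.3% without inducer, 74% with DMOG and 65.2% with TGF-β1. The log2 fold changes were -1.17 without inducer (standard error 0.0468, adjusted p = 1.41e-27), -1.94 with DMOG (standard error 0.0699, adjusted p = 2.74e-29) and -1.52 with TGF-β1 (standard error 0.0683, adjusted p = 3.18e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternative that moved these values most was leaving out 1 DMOG library of MKN74 siYWHAG cells (replicate 2), which gave -2.04 with DMOG.

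**Figure D1:**
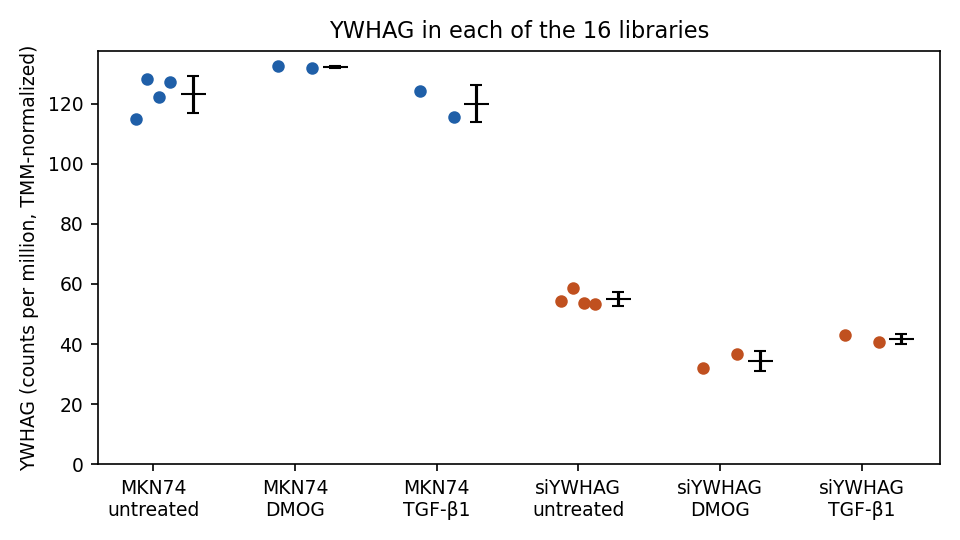
*YWHAG* in each of the 16 libraries, in CPM after TMM normalization, for cells without siRNA and with siYWHAG under no inducer, DMOG or TGF-β1. Dots are libraries and bars give the mean ± SD of each group (n = 4 without inducer, n = 2 with each inducer). The libraries labelled siYWHAG sit between 32.1 and 58.6 CPM, all under the libraries without siRNA.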

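Between MKN74 siYWHAG and wild-type cells, 8323 genes differed with DMOG (3971 higher, 4352 lower) and 8154 with TGF-β1 (4187 higher, 3967 lower) among the 18135 tested. With an absolute log2 fold change of at least 1, the alternative that moved these numbers most, they were 2384 and 2163. Without inducer, 10198 genes differed (5340 higher, 4858 lower), and upper-quartile normalization, which shifted the median log2 fold change by -0.11, made these 3939 higher and 6422 lower. The log2 fold changes between the cells correlated across genes at 0.777 between DMOG and TGF-β1, 0.637 between DMOG and no inducer and 0.658 between TGF-β1 and no inducer. The genes with the largest log2 fold changes were mostly genes at or near 0 counts in the libraries of one table, such as the pseudoautosomal genes *SLC25A6*, *CD99* and *AKAP17A*, so they are not given as effects of the knockdown.
Lists of genes written by hand from the terms of Figure S2E took the place of the ViSEAGO terms. The cell division list (97 genes) had the largest shift with DMOG. Its median log2 fold change between MKN74 siYWHAG and wild-type cells was -0.91 there (adjusted p = 7.19e-32 from camera with Benjamini-Hochberg adjustment), with 86 genes called lower and 2 higher over all genes tested, and 86 and 3 adjusted over the list alone. With TGF-β1 the median was -0.24 (adjusted p = 0.000192 from camera with Benjamini-Hochberg adjustment), with 56 lower and 7 higher, and 60 and 7 adjusted over the list alone. *RRM2* (ENSG00000171848, chromosome 2, 10120698 to 10211725), a subunit of ribonucleotide reductase, had the smallest adjusted p of the list with DMOG. It had 40.6 ± 1.56 CPM in MKN74 siYWHAG and 140 ± 4.54 CPM in wild-type cells (SD, n = 2 each), a log2 fold change of -1.78 (standard error 0.0612, adjusted p = 3.58e-30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *TOP2A*, *CDC20* and *UBE2C* were lower too (log2 fold changes -1.54, -1.66 and -1.64), while *CASP8AP2* was higher (3.35). In the difference of the responses to DMOG, 90 genes of the list were called lower and 0 higher. The higher level of *CASP8AP2* was thus not called as a larger response to DMOG, and a difference between the tables remains possible for it.
The inflammatory signaling list (54 genes) had a median of -0.01 with DMOG (adjusted p = 0.753; 16 called higher and 18 lower, and 18 each adjusted over the list alone; 0.03 without the wild-type DMOG library 1) and of -0.21 with TGF-β1 (adjusted p = 0.00677 from camera with Benjamini-Hochberg adjustment). With TGF-β1, 11 of its genes were called higher and 23 lower, and 12 and 25 adjusted over the list alone. Among them *NFKBIA* (log2 fold change -1.21), *TNFAIP3* (-1.29) and *BIRC3* (-1.71) were lower and *IRF7* (1.15) was higher. The lists were not split into genes that promote and genes that restrain a process, so a median does not measure the activity of the process. The stress signaling list (57 genes) had medians of -0.07 with DMOG (adjusted p = 0.576; 18 higher and 23 lower, and 20 and 24 adjusted over the list alone) and 0.03 with TGF-β1 (adjusted p = 0.00263 from camera with Benjamini-Hochberg adjustment; 20 higher and 14 lower, and 22 and 16 adjusted over the list alone), where *IER3* (2.32), *SESN2* (2.32) and *JUN* (1.25) were higher. Without the MKN74 siYWHAG TGF-β1 library 1 the latter median was -0.03, and without the MKN74 siYWHAG DMOG library 2 the former was -0.03.
The other 3 lists did not pass with either inducer. FGF signaling (43 genes) had medians of -0.11 with DMOG (adjusted p = 0.576; 10 higher and 15 lower, and 11 and 17 adjusted over the list alone) and 0.10 with TGF-β1 (adjusted p = 0.762 from camera with Benjamini-Hochberg adjustment; 11 higher and 6 lower by either adjustment). Secondary metabolic process (44 genes) had medians of 0.03 (adjusted p = 0.684; 13 each way by either adjustment) and -0.03 (adjusted p = 0.417 from camera with Benjamini-Hochberg adjustment; 13 higher and 11 lower, and 14 and 11 adjusted over the list alone). The DMOG value was -0.06 without the MKN74 siYWHAG DMOG library 2 and 0.15 without library 1. Necrotic cell death (49 genes) had medians of -0.10 (adjusted p = 0.576; 14 higher and 22 lower, and 15 and 22 adjusted over the list alone) and -0.08 (adjusted p = 0.461 from camera with Benjamini-Hochberg adjustment; 13 higher and 15 lower by either adjustment). Its DMOG value was -0.01 without the MKN74 siYWHAG DMOG library 1. The TGF-β1 value of FGF signaling was 0.03 without the MKN74 siYWHAG TGF-β1 library 1, and that of secondary metabolic process was -0.14 without the wild-type TGF-β1 library 1. Where a list held genes near the limit of detection, its median with these genes at their bound differed by less than 0.01.
Of all 21 lists, camera called 3 with DMOG and 7 with TGF-β1. With the correlation estimated from the data, only cell division with DMOG was still called (adjusted p = 0.00959 from camera with Benjamini-Hochberg adjustment), and it was called under fry as well. fry, which tests a list without reference to the other genes, called 15 lists with DMOG and 16 with TGF-β1.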

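Whether the response to an inducer differs between MKN74 siYWHAG and wild-type cells was tested with an interaction contrast, in which a fixed ratio between the 2 kinds of count table cancels. The response to DMOG differed for 8426 genes (3877 higher in MKN74 siYWHAG cells, 4549 lower) and the response to TGF-β1 for 7856 (3708 higher, 4148 lower). With upper-quartile normalization, which moved the median log2 fold change of all genes by 0.13 and 0.11, the numbers were 4850 higher and 3514 lower with DMOG, and 4571 higher and 3160 lower with TGF-β1. Both responses differed in the same direction for 5556 of 5802 genes. The correlation of the 2 differences across genes was 0.655, against at most 0.339 in 20 simulations without effect. The simulations gave both kinds of control libraries the same means, while 10198 genes differed between them. Both differences in response contain this difference between the controls. The simulations therefore cannot tell it apart from a shared change in response. *AREG* (ENSG00000109321, chromosome 4, 74445136 to 74455005), which encodes an EGF receptor ligand, was among the 5 genes with the largest decreases in both, with differences of -3.89 with DMOG (standard error 0.0991, adjusted p = 1.01e-34) and -4.91 with TGF-β1 (standard error 0.0898, adjusted p = 2.55e-41 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest increases were those of *IFI44L* with DMOG (7.26) and *ABCA4* with TGF-β1 (4.66).
Within each kind of cells, DMOG changed 13140 genes in MKN74 siYWHAG (6989 higher, 6151 lower; 8691 and 4622 with upper-quartile normalization, which moved the median by 0.28), and TGF-β1 changed 11208 (5615 higher, 5593 lower; 7216 and 4150 with upper-quartile normalization, which moved it by 0.19). Both inducers changed 9224 genes in the same direction there, with a correlation of 0.766 against at most 0.343 in the simulations. Between wild-type and MKN74 siYWHAG cells, the log2 fold changes correlated across genes at 0.812 for DMOG and 0.527 for TGF-β1.
Among the 6 lists for Figure S2E, cell division had the largest median difference in response to DMOG and inflammatory signaling that to TGF-β1. For cell division the median interaction log2 fold change was -0.99 with DMOG (adjusted p = 3.07e-40; 90 genes called lower, 0 higher) and -0.35 with TGF-β1 (adjusted p = 1.04e-08 from camera with Benjamini-Hochberg adjustment; 65 lower, 3 higher). Inflammatory signaling was lower in both, at -0.32 with DMOG (adjusted p = 0.0216; 24 lower, 12 higher; -0.37 with genes near the limit of detection at their bound) and -0.43 with TGF-β1 (adjusted p = 1.04e-08 from camera with Benjamini-Hochberg adjustment; 27 lower, 7 higher). Necrotic cell death was at -0.26 (adjusted p = 0.0196; 22 lower, 9 higher) and -0.21 (adjusted p = 0.00898 from camera with Benjamini-Hochberg adjustment; 21 lower, 12 higher). Between the cells without inducer, inflammatory signaling was at 0.27 and necrotic cell death at 0.17. These controls enter the differences in response, so a lower response is not by itself a lower level under the inducer. Stress signaling was at -0.18 with DMOG (adjusted p = 0.744) and 0.06 with TGF-β1 (adjusted p = 0.0299 from camera with Benjamini-Hochberg adjustment). FGF signaling, at -0.24 (-0.16 with genes near the limit of detection at their bound) and -0.03, and secondary metabolic process, at 0.22 and 0.09, did not pass. With the correlation estimated from the data, the calls that held among these lists were cell division with DMOG, and inflammatory signaling and necrotic cell death with TGF-β1. Outside these 6 lists, the TGF-β1 response was higher for hypoxia response (0.50, 28 higher, 2 lower) and TGF-β response (0.46, 22 higher, 4 lower). It was lower for the *POLR1B* module (-0.92, 0 higher, 9 lower). These calls held too (adjusted p = 0.00764 for each from camera with the estimated correlation and Benjamini-Hochberg adjustment). From the terms changed by the knockdown under both inducers, the paper proposes that losing *YWHAG* function may potentially harm cancer cells that are exposed to EMT inducers.

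**Figure D2:**
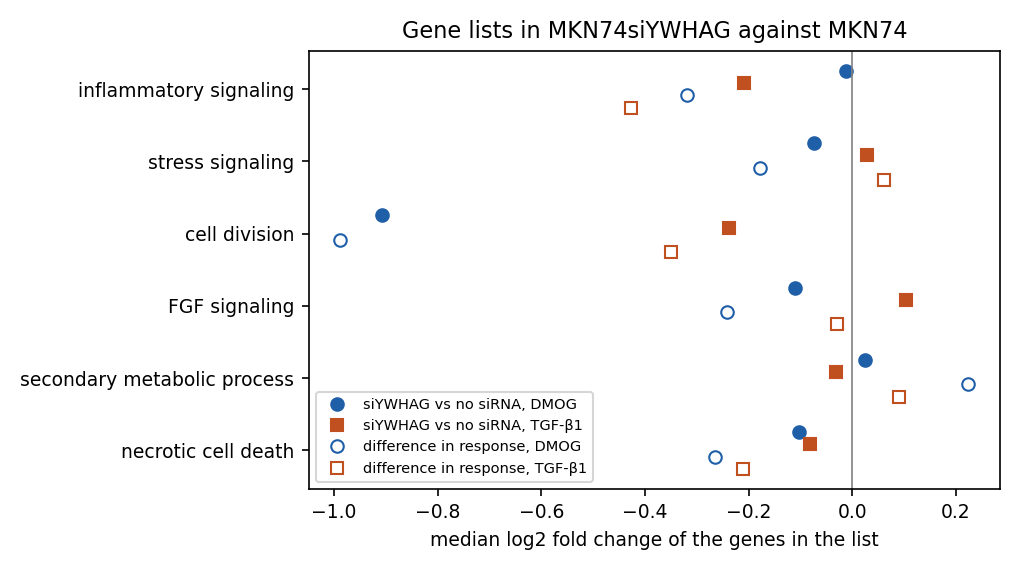
Median log2 fold change of the 6 gene lists between MKN74 siYWHAG and wild-type MKN74 cells under DMOG and TGF-β1 (filled symbols), and median difference in the response to each inducer (open symbols). The x axis is on the log2 scale, with 0 as no difference, and cell division lies farthest from 0 under DMOG, at -0.91 and -0.99.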

The results suggest that the loss of *YWHAG* functionality in the presence of EMT inducers is potentially detrimental to cancer cells, highlighting a pivotal role for *YWHAG* in orchestrating many networks involved in EMT‐associated processes.

### 2.2 High *YWHAG* Expression in Tumors is Associated with Poor Prognosis

To ascertain the clinical relevance of *YWHAG*, four cancer databases (Gene Expression database of Normal and Tumour tissues 2 (GENT2), PrognoScan, PRECOG, and TCGA) were interrogated. TCGA database demonstrated that 67.7% (21 out of 31 tumor types) had significantly higher *YWHAG* compared with cognate normal tissues (Figure S6A, Supporting Information), and 22.5% (7 tumor types) and 9.7% (3 tumor types) of tumor types showed no statistically significant difference and an inverse relationship, respectively (Figure S6B, Supporting Information). Likewise, the GENT2 database revealed that 64.7% (22 out of 34) had significantly higher *YWHAG* expression than cognate normal tissues (Figure S6C, Supporting Information), while the remaining 35.3% showed no significant differential expression of *YWHAG* (Figure S6D, Supporting Information). Stratification of the patients into high‐ and low‐*YWHAG*‐expressing tumors based on median expression revealed a poorer prognosis and shorter median survival time in high *YWHAG*‐expressors (Table S1, Supporting Information).

In the PrognoScan cohort database, high *YWHAG* expression increased the risk for distant metastasis (hazard ratio (HR) 1.98‐3.92) as well as relapse or death (HR 1.26‐58.02) (Table S2, Supporting Information). Studies of distant metastasis‐free survival (*n* = 77–87) have reported HRs of 2.28 to 3.92. Comparably, studies of overall survival, relapse‐free survival or disease‐specific survival harmoniously illustrated that patients with high *YWHAG*‐expressing cancers had worse prognoses (HRs of 1.26‐58.02). Likewise, analysis across various cancer types using PRECOG database revealed that *YWHAZ* and *YWHAG* expressed high z scores of 4.16 and 4.13, respectively, while the other well‐established amplified oncogenes, such as *AKT1* and *SRC*, scored 2.55 and 1.95, respectively, where a higher Z score correlates with higher predictive weight in cancer (Table S3, Supporting Information). This global unbiased meta‐analysis indicator strengthened the negative impact of *YWHAG* on the survival of patients diagnosed with different types of cancers.

### 2.3 *YWHAG* Coordinates EMT‐Associated Networks

Kinases are essential for the signal transduction of EMT‐associated networks. We surveyed the cellular kinome of MKN74 and MKN74^siYWHAG^ cells using unbiased protein kinase inhibitor screening and live imaging (Figure S7A, Supporting Information). The migratory distance was quantified, and the kinetics of inhibition were shown in heatmaps (**Figure** **2**A; Figure S7B, Supporting Information). Small‐molecule inhibitors that affect EMT can be functionally categorized into EMT inhibitors and activators. During DMOG‐ or TGF‐β1‐induced EMT, EMT inhibitors act on EMT‐promoting kinases to reduce the cell scattering distance, but this effect is lost in *YWHAG*‐dependent kinases following *YWHAG* knockdown (hence, termed *YWHAG*‐dependent EMT‐promoting kinases). In contrast, EMT activators are small‐molecule inhibitors that act on EMT‐attenuating kinases. In the presence of DMOG and TGF‐β1, these kinases were suppressed to enable EMT, so no further change in cell scattering was expected from the EMT activators. In *YWHAG*‐dependent EMT‐attenuating kinases, *YWHAG* knockdown restored their suppressive effect on EMT and susceptibility to EMT activators, resulting in increased cell migratory distance (Figure 2A). Based on the above rationale, we found that most of the small‐molecule inhibitors induced migratory pattern changes following *YWHAG* knockdown (Figure 2A; see Supporting Information for more details). To identify the *YWHAG*‐dependent kinases associated with EMT, we then mapped the small‐molecule inhibitors conferring changing migratory patterns upon *YWHAG* knockdown to their corresponding molecular targets. Comparing DMOG‐ and TGF‐β1‐induced EMT in MKN74 and MKN74^siYWHAG^ cells, a total of 54 inhibitors were identified, with 27 promoting and 27 inhibiting *YWHAG*‐dependent EMT (Figure 2B; Figure S7C, Supporting Information). The kinases predominantly belong to the tyrosine kinase (TK) which is well implicated in cell proliferation and differentiation, and AGC and Ca^2+^/calmodulin‐stimulated protein kinase I (CAMKI) kinase families which are key mediators of metabolism and cellular response (Figure 2C). Upon *YWHAG* knockdown, there was evident loss of kinase activities in kinase families such as the tyrosine kinase‐like (TKL) and CAMKI families. These observations confirm that EMT requires contributions from a multitude of cellular signaling pathways and that most of these pathways are coordinated by *YWHAG*.

**Figure 2:**
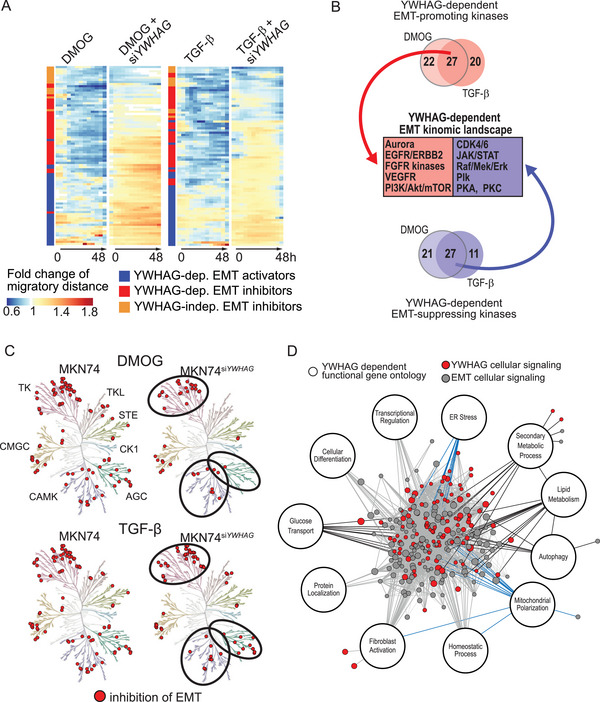
The *YWHAG* regulome coordinates the stress response during EMT. A) Temporal fold changes in migratory distance from 0 to 48 h from the kinase inhibitor screen. EMT was induced in MKN74 and MKN74^siYWHAG^ cells using DMOG (0.5 mm) or TGF‐β (10 ng mL^−1^) and simultaneously challenged with small‐molecule kinase inhibitors. Kinase inhibitors that reduced migratory distance or showed different EMT trends between MKN74 and MKN74^siYWHAG^ were shortlisted and classified into *YWHAG*‐dependent EMT activators (which act on EMT‐attenuating kinases) and *YWHAG*‐dependent/independent EMT inhibitors (which act on EMT‐promoting kinases). B,C) Key *YWHAG*‐dependent protein kinases that coordinate EMT and changes in the EMT kinomic landscape derived from common EMT‐promoting and EMT‐attenuating kinases of DMOG and TGF‐β kinase screens. In (C), the circles highlight that fewer inhibitors targeting the kinases from the tyrosine kinase, AGC and CAMK families were involved in the inhibition of EMT in MKN74^siYWHAG^ compared to MKN74. D) EMT interactome derived from public and in‐house RNAseq databases of different cancers undergoing EMT. Red nodes are *YWHAG*‐mediated cellular signaling pathways that are highly intertwined with other EMT signaling pathways. The *YWHAG*‐dependent functional gene ontologies are annotated. Gene ontologies linked to stress response and cellular metabolism are highlighted with blue and black edges, respectively.

To elucidate the interactomes of 14‐3‐3γ (encoded by *YWHAG*), we mined the BioPlex Interactome database, which consists of profiles of protein–protein interactions in nontumorigenic and tumorigenic cell lines. We first identified the number of interacting proteins of the different 14‐3‐3 isoforms. As expected, 14‐3‐3γ had the most interacting proteins at 607, followed by 14‐3‐3η with 561 interacting proteins, while 14‐3‐3ε and 14‐3‐3σ scored the lowest, with 77 and 60 interacting proteins, respectively (Figure S8A, Supporting Information). We also found that 14‐3‐3η, also known as *YWHAH*, has the highest number of overlapping interacting proteins (322 out of 561) with 14‐3‐3γ, despite its weak correlation with cancer, while 14‐3‐3σ (*YWHAS* or stratifin (*SFN)*), which has been associated with cancer drug resistance, has the lowest number of common interacting partners with 14‐3‐3γ (5 out of 60) (Figure S8B, Supporting Information). Functional analysis of the 607 14‐3‐3γ interacting proteins revealed an enrichment in signal transduction, consisting of phosphate‐containing compound metabolic processes and regulation of intracellular signal transduction (Figure S8C, Supporting Information).

To map the regulome of *YWHAG* that coordinates EMT processes, we integrated the *YWHAG*‐dependent kinomic, transcriptomic landscapes and interactomes to construct a *YWHAG* regulome. The regulome revealed a highly intertwined entanglement between *YWHAG*‐mediated signaling and other EMT signaling pathways (Figure 2D). The *YWHAG* regulome highlighted major gene ontologies in cellular metabolism, such as lipid metabolism, autophagy, and glucose transport and stress response, which included endoplasmic reticulum (ER) stress and mitochondrial polarization. These highly intertwined networks highlight *YWHAG* as a signaling hub that coordinates critical processes involved in EMT. 

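The paper built the regulome from the kinase screen, from public and its own transcriptomes and from interactomes. Of these, the libraries of MKN74 siYWHAG and wild-type MKN74 cells were examined, in which lists written by hand for the named ontologies were compared between the cells. The lipid metabolism list (77 genes) was lower in MKN74 siYWHAG cells with DMOG, with a median log2 fold change of -0.17 (adjusted p = 0.00357 from camera with Benjamini-Hochberg adjustment; 34 called lower and 19 higher, and 36 and 21 adjusted over the list alone). With TGF-β1 its median was -0.01 (adjusted p = 0.74 from camera with Benjamini-Hochberg adjustment; 30 lower and 29 higher, and 30 and 31 adjusted over the list alone). The DMOG call did not hold with the correlation estimated from the data (adjusted p = 0.155 from camera with Benjamini-Hochberg adjustment), and the difference in response to DMOG was not called by camera for this list (interaction median -0.09, adjusted p = 0.183 from camera with Benjamini-Hochberg adjustment), although 26 of its genes were called higher and 31 lower and fry called it downward (adjusted p = 4.15e-05 from fry with Benjamini-Hochberg adjustment). The TGF-β1 median was -0.06 without the wild-type TGF-β1 library 2. *HMGCS1* (ENSG00000112972, chromosome 5 of GRCh38, 43287470 to 43313512), an enzyme of cholesterol synthesis, had 78.2 ± 4.03 CPM in MKN74 siYWHAG and 231 ± 8.95 CPM in wild-type cells with DMOG (SD, n = 2 each), a log2 fold change of -1.56 (standard error 0.0596, adjusted p = 3.37e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *FDPS* (-1.13) and *SQLE* (-0.92) were lower too and *SREBF1* (0.95) was higher.
The 4 other lists did not pass with either inducer. Autophagy (63 genes) had medians of -0.07 with DMOG (adjusted p = 0.576; 12 higher, 23 lower by either adjustment, over all genes and adjusted over the list alone) and -0.002 with TGF-β1 (adjusted p = 0.912 from camera with Benjamini-Hochberg adjustment; 16 each way by either adjustment). The DMOG median was -0.03 without the wild-type DMOG library 1 and -0.11 without library 2, and the TGF-β1 median was -0.03 without the wild-type TGF-β1 library 2. Camera did not call the difference in response of the autophagy list. Its interaction median was -0.195 with DMOG (11 called higher, 27 lower, adjusted p = 0.131 from camera with Benjamini-Hochberg adjustment). With TGF-β1 it was -0.115 (14 higher, 24 lower, adjusted p = 0.532 from camera with Benjamini-Hochberg adjustment). fry called both downward (adjusted p = 5.33e-05 and 0.0398 from fry with Benjamini-Hochberg adjustment). Glucose transport (40 genes) had medians of -0.02 (adjusted p = 0.752; 11 higher, 13 lower by either adjustment) and 0.10 (adjusted p = 0.417 from camera with Benjamini-Hochberg adjustment; 12 higher, 6 lower by either adjustment). The latter was -0.01 without the MKN74 siYWHAG TGF-β1 library 2, and the former was 0.02 without the MKN74 siYWHAG DMOG library 1. ER stress (57 genes) had medians of -0.07 (adjusted p = 0.752; 17 higher, 21 lower by either adjustment) and -0.04 (adjusted p = 0.99 from camera with Benjamini-Hochberg adjustment; 18 higher, 20 lower, and 18 and 21 adjusted over the list alone). These were -0.11 without the wild-type DMOG library 2 and -0.09 without the MKN74 siYWHAG TGF-β1 library 1. Mitochondrial polarization (48 genes) had medians of 0.05 (adjusted p = 0.525; 15 higher, 11 lower by either adjustment) and -0.11 (adjusted p = 0.99 from camera with Benjamini-Hochberg adjustment; 12 higher, 18 lower, and 14 and 19 adjusted over the list alone). The former was -0.02 without the wild-type DMOG library 2, and the latter was -0.17 without the MKN74 siYWHAG TGF-β1 library 2. Medians this close to 0 join genes that went both ways.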

Conceivably, *YWHAG* deficiency can perturb transcriptomic reprogramming networks during EMT and may be a novel strategy to curtail metastasis.

### 2.4 *YWHAG* Protects Metastatic Cancer Cells Against Oxidative Cell Death

The enhanced cellular metabolism, mitochondrial polarization, and ER stress in the *YWHAG* regulome are suggestive of elevated oxidative stress in cancer cells undergoing EMT.^[^ ^18^ ^]^ We measured higher mean intracellular reactive oxygen species (ROS) in MKN74 cells during DMOG‐ and TGF‐β1‐induced EMT than in untreated MKN74 cells (**Figure** **3**A; Figure S9A, Supporting Information). Kinetic monitoring revealed that ≈20% of MKN74 cells were fluorescent with activated CellRox at the 1st min with a steady increase to 90% at 30th min. Upon exposure to DMOG or TGF‐β1, ≈30% of MKN74 had activated CellRox at the 1^st^ min, which drastically increased to over 80% by 5^th^ min and plateaued at 100% until the end of the examined period (Figure 3C). Silencing *YWHAG* further increased the mean intracellular ROS and the percentage of apoptotic cells in a dose‐dependent manner (Figure 3A,B). Elevated intracellular ROS was also observed in MCF7 cells (Figure 3A; Figure S9A,B, Supporting Information). Increased oxidative stress during EMT occurred in tandem with the overexpression of oxidative stress‐related biomarkers, such as nuclear respiratory factor 2 (NRF2), nicotinamide adenine dinucleotide phosphate oxidase 4 (NOX4) and glutathione peroxidase 1 (GPX1), in wild‐type and *YWHAG*‐knockdown cancer cells during EMT compared with untreated cells (Figure 3C–E; Figure S9C–E, Supporting Information). In contrast, *YWHAG* knockdown had little effect on the viability and apoptosis of noncancerous keratinocytes, HaCaT (Figure S10A–D, Supporting Information), highlighting an oncogenic‐specific role of *YWHAG*. These observations indicate that cancer cells undergoing EMT rapidly accumulate intracellular ROS. *YWHAG* deficiency exacerbated the effect of excessive oxidative stress on reduced cell viability, suggesting a *YWHAG*‐dependent cytoprotective mechanism against oxidative catastrophe during EMT in cancer cells, which is an energy‐demanding process.

**Figure 3:**
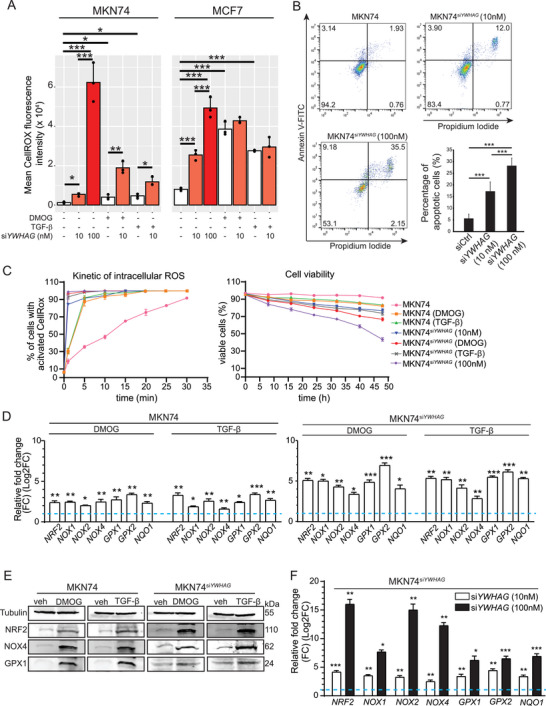
*YWHAG* deficiency induces oxidative stress in MKN74 cells. A) Intracellular ROS levels of MKN74 (left) and MCF7 (right) based on CellROX fluorescence intensity. The cells were transfected with different concentrations of si*YWHAG* (0, 10, and 100 nm) and challenged with EMT inducers like DMOG‐ and TGF‐β. Data from experimental replicates are shown as individual dots in the bar plot. B) AnnexinV‐Propidium iodide FACS profiles of MKN74, MKN74^siYWHAG^ (10 and 100 nm). The percentages of apoptotic cells (Propidium iodide^+^ Annexin V^+^) are summarized in a bar plot. C) Graph showing the kinetics of intracellular ROS (left) and cell viability (right) in untreated, DMOG‐ and TGF‐β‐treated MKN74, MKN74^siYWHAG^, MKN74^siYWHAG^ 10 nm, and MKN74^siYWHAG^ 100 nm cells over a period of 48 h at 8 h intervals. D,E) Relative mRNA and protein expression of oxidative stress markers in MKN74 cells treated with DMOG and TGF‐β. TATA‐box binding protein (*TBP)* and *18S* were used as housekeeping genes for qPCR. β‐Tubulin served as a loading and transfer control for immunoblots from the same samples. F) Relative mRNA expression of oxidative stress markers in MKN74^siYWHAG^ 10 nm and MKN74^siYWHAG^ 100 nm cells. In (D) and (F), the blue dotted line represents the relative expression level from untreated cells. Data are represented as the mean ± SD from at least three independent experiments. ***p < 0.001, **p < 0.01, *p < 0.05; n.s. denotes not significant (Mann‒Whitney U test).

### 2.5 *YWHAG* Enhances Autophagic Flux as a Cytoprotective Mechanism

Wild‐type cancer cells during EMT did not undergo apoptosis despite the elevated intracellular ROS, unlike their *YWHAG*‐knockdown counterparts, suggesting a cytoprotective mechanism embedded in the EMT‐associated network. Based on our *YWHAG* regulome, the underlying mechanism may involve *YWHAG*‐modulated autophagy. Indeed, overexpression of autophagic proteins (autophagy related protein 5 (ATG5), Beclin and light chain 3 alpha/beta (LC3A/B)) in three cancer cell lines was detected during EMT, which was diminished in *YWHAG*‐knockdown cells (**Figure** **4**A; Figures S11A and S12A, Supporting Information). As an oncogenic adaptor, *YWHAG* could also interact with components of macroautophagy to increase autophagic flux. Through the Human Autophagy‐dedicated Database (HADb), we identified 232 genes that are involved in autophagy and overlapped them with *YWHAG*‐interacting partners (607 proteins) from our earlier interactome analysis. We further identified the *YWHAG*‐interacting autophagic proteins using ANIA, a 14‐3‐3 interactome database. A total of 66 autophagic proteins were identified by high‐throughput 14‐3‐3 affinity capture assays to interact with *YWHAG* (Figure 4B). The top candidates were validated with a coimmunoprecipitation assay using antibodies against 14‐3‐3γ, which showed that 14‐3‐3γ interacted with macroautophagy members, such as Unc‐51 autophagy activating kinase 1 (ULK1), ATG5 and Beclin, in DMOG‐ and TGF‐β‐treated MKN74 cells compared to untreated MKN74 cells (Figure 4C). Approximately 90% of MKN74 cells were positively stained for autophagic vacuoles, including preautophagosomes, autophagosomes and autolysosomes, when challenged with DMOG or TGF‐β, compared to 20% in untreated cells, suggesting that autophagy might be crucial during EMT to mitigate intracellular oxidative damage (Figure 4D). *YWHAG* suppression significantly reduced the number of MKN74^siYWHAG^ cells with autophagic vacuoles compared with MKN74 cells (Figure 4D). The absence of *YWHAG* resulted in a decline in autophagic flux during EMT.

**Figure 4:**
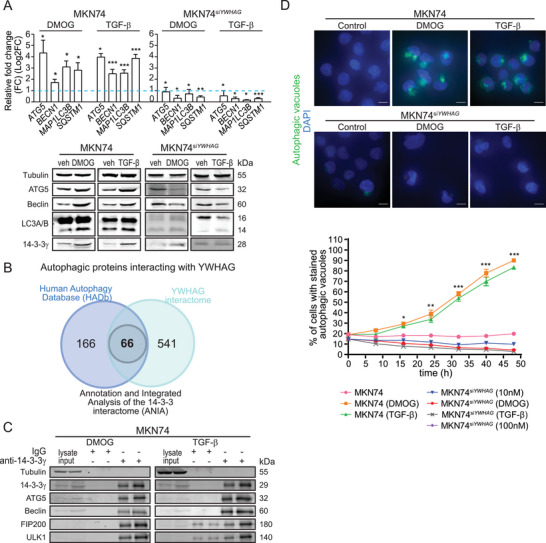
*YWHAG* induces autophagy as a cytoprotective mechanism. A) Relative fold change in mRNA levels (top) and immunoblot analysis (bottom) of autophagy markers (ATG5, Beclin, LC3, sequestosome 1(SQSTM1)) in MKN74 cells treated with DMOG and TGF‐β. The blue dotted line represents the relative expression of untreated cells. *TBP* was used as a housekeeping gene for qPCR, while β‐tubulin was used as a loading and transfer control for immunoblot analysis. B) Number of potential autophagy‐related proteins interacting with *YWHAG*. Combined data from Autophagy‐dedicated Database (HADb), Bioplex Network and ANnotation and Integrated Analysis of the 14‐3‐3 interactome (ANIA) databases. C) Representative immunoblots of autophagy markers (ATG5, Beclin, focal adhesion kinase interacting protein 200 (FIP200) and ULK1) after coimmunoprecipitation with 14‐3‐3γ using MKN74 cells treated with DMOG and TGF‐β. D) Representative images of autophagic vacuoles in DMOG‐ and TGF‐β‐treated MKN74 and MKN74^siYWHAG^ cells to monitor autophagic flux at 48 h. The autophagy dye reagent emits bright fluorescence upon incorporation into preautophagosomes, autophagosomes, and autolysosomes (autophagolysosomes), with minimal staining of lysosomes. The graph illustrates autophagic flux over a period of 48 h at 8 h intervals with a decrease in autophagic flux after *YWHAG* knockdown. Data are represented as the mean ± SD from at least three independent experiments. ***p < 0.001, **p < 0.01, *p < 0.05; n.s. denotes not significant (Mann‒Whitney U test).

Our earlier observations suggest that *YWHAG*‐enhanced autophagy may protect cancer cells undergoing EMT from catastrophic levels of oxidative stress. Conceivably, the deliberate activation of autophagy in *YWHAG*‐knockdown cancer cells during EMT would reduce cell death. By treating MKN74^siYWHAG^, MCF7^siYWHAG^, and HepG2^siYWHAG^ with rapamycin, a potent autophagy inducer, we detected significant upregulation of autophagic markers (**Figure** **5**A; Figures S11B and S12B, Supporting Information). Rapamycin also diminished the deleterious effect of oxidative catastrophe (Figure 5B; Figure S11C, Supporting Information) and restored EMT (Figure 5C,D) and viability (Figure 5E) in MKN74^siYWHAG^ during EMT. Conversely, chloroquine, an inhibitor of autophagy, exacerbated the cytotoxic effect of *YWHAG* knockdown in MKN74 with and without EMT inducers (Figure 5E). Similar effects of rapamycin and chloroquine were also observed in MCF7^siYWHAG^ and HepG2^siYWHAG^ cells undergoing EMT (Figures S11D–F and S12C–E, Supporting Information). Taken together, these observations suggest that *YWHAG* enhances autophagy to lessen oxidative stress‐related damage and improve the survival of cancer cells undergoing EMT.

**Figure 5:**
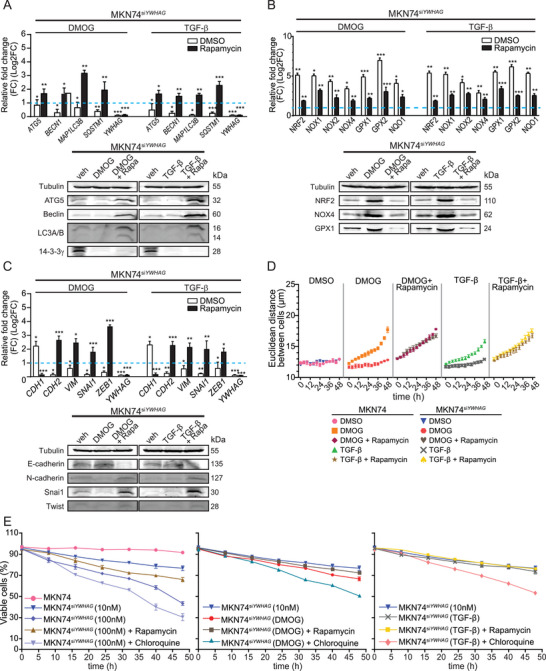
Rapamycin‐induced autophagy rescued EMT arrest caused by *YWHAG* knockdown. A–C) Relative fold change in the mRNA (top) and protein (bottom) levels of autophagic, oxidative, and EMT markers and *YWHAG* in untreated and rapamycin‐treated MKN74^siYWHAG^ cells during DMOG‐ or TGF‐β‐induced EMT. The blue dotted line represents the relative expression level from untreated cells. *TBP* was used as a housekeeping gene for qPCR, while β‐tubulin was used as a loading and transfer control for immunoblot analysis. D) Cell‒cell Euclidean distance of MKN74 and MKN74^siYWHAG^ cells challenged with rapamycin during DMOG‐ or TGF‐β‐induced EMT. E) Percentage of viable MKN74 and MKN74^siYWHAG^ cells given rapamycin or chloroquine during DMOG‐ or TGF‐β‐induced EMT over 48 h at 8 h intervals. Data are represented as the mean ± SD from at least three independent experiments. ***p < 0.001, **p < 0.01, *p < 0.05; n.s. denotes not significant (Mann‒Whitney U test).

### 2.6 *YWHAG* Deficiency Attenuates Primary Tumor Growth and Inhibits Metastasis

To confirm an in vivo role for *YWHAG*, we first investigated the expression of *YWHAG* in N‐methyl‐N‐nitrosourea‐induced murine glandular stomach carcinoma cell lines, namely, YTN3, YTN5 and YTN16.^[^ ^19^ ^]^ *YWHAG* was highly expressed in YTN3, followed by YTN5 and YTN16, when compared to gastric epithelial cells obtained from NSG mice (**Figure** **6**A). Tumors derived from these three YTN cancer cell lines were analyzed at 8 weeks post implantation. Mice injected with YTN3 cells displayed the largest tumor volumes, followed by YTN5 and YTN16 cells (Figure 6B). We also generated a transgenic YTN3^shYWHAG^ cell line that carries a doxycycline‐inducible vector for sh*YWHAG* to achieve in vivo *YWHAG* suppression (Figure 6C). YTN3^shYWHAG^ allografted mice were fed a doxycycline diet only from the second week onward to suppress the expression of *YWHAG*, as premature inhibition of *YWHAG* resulted in the absence of the allografted tumor. YTN5 and YTN16 allograft models survived until the end of experiments at the 8th week. On the other hand, ≈90% of YTN3 allografted mice did not survive beyond eight weeks (Figure 6D). Mice harboring YTN3‐derived tumors presented with spontaneous intraperitoneal hemorrhage and splenomegaly at the time of death. Further examinations revealed numerous metastasized tumors to distant sites, such as the liver, thoracic cavity, and intraperitoneal region (Figure 6E,F). In contrast, ≈70% of the mice survived until the end of the experiments with doxycycline‐induced sh*YWHAG*, and YTN3^shYWHAG^‐derived primary tumors were smaller than YTN3 tumors (Figure 6D,E). Only one YTN3^shYWHAG^ allografted mouse had a secondary tumor. Consistent with our in vitro findings, secondary tumors from YTN3 and YTN5 allografts showed significantly higher levels of *YWHAG* and autophagy‐related genes than primary tumors (Figure 6G).

**Figure 6:**
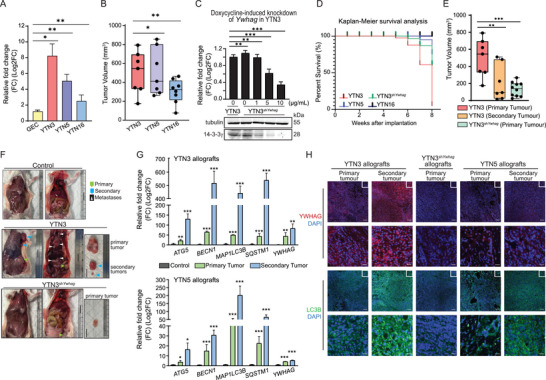
Elevated *YWHAG* expression and autophagy enhance metastasis. A) Relative *YWHAG* mRNA levels in YTN3, 5 and 16 cell lines. B) Volume of primary tumors derived from implanted YTN3, 5 and 16 cancer cells. Primary allograft tumors were measured with a pair of Vernier calipers. The tumor volume was calculated by 0.5× (Length×Width^2^). C) Relative *YWHAG* mRNA (top) and protein (bottom) expression in YTN3^sh^ *^YWHAG^* cells at the indicated doxycycline concentrations. *TBP* was used as a housekeeping gene for qPCR, while β‐tubulin was used as a loading and transfer control for immunoblot analysis from the same samples. D) Kaplan–Meier survival analysis of mice implanted with YTN3, 5, 16 and YTN3^shYWHAG^ cancer cells. E) Volume of primary and secondary tumors derived from implanted YTN3 and YTN3^shYWHAG^ cells. F) Representative images of control mice and mice bearing primary and/or secondary tumors from YTN3 or YTN3^shYWHAG^ cells. G) Relative fold change in the mRNA levels of autophagy markers and *YWHAG* in primary and secondary tumors derived from YTN3 (top) and YTN5 (bottom) cancer cells. H) Representative images of immunofluorescence staining of *YWHAG* and LC3B in tissue sections from YTN3, YTN3^shYWHAG^ and YTN5 allografts. Scale bar (first and third panels) = 100 µm. Scale bar (second and fourth panels) = 20 µm. Data are represented as the mean ± SD from at least three independent experiments. *n* = 10 mice/treatment group. ***p < 0.001, **p < 0.01, *p < 0.05; n.s. denotes not significant (Mann‒Whitney U test).

To validate our autophagy flux and *YWHAG* findings in our in vitro models, tumor sections from YTN3, YTN3^sh^ *^YWHAG^* and YTN5 allografts were stained for the autophagic markers LC3B and 14‐3‐3γ. Increased 14‐3‐3γ staining was observed in the metastasized tumors when compared with YTN3‐ and YTN5‐derived primary tumors. Both the primary and metastasized tumors from YTN3 allografts expressed higher levels of *YWHAG* than those from YTN5 allografts. Reduced 14‐3‐3γ staining was observed in YTN3^shYWHAG^ allografts due to the knockdown of *YWHAG*. The LC3B staining profiles mirrored those of *YWHAG* (Figure 6H). Finally, patients’ metastatic tumors had consistently elevated expression of *YWHAG* and autophagic proteins compared with lower‐grade tumors (Figure S13, Supporting Information). Together, these observations suggest that *YWHAG* contributes to the growth and metastatic potential of the primary tumor and reduces the overall median survival time. In addition, *YWHAG* expression and autophagy are correlated with cancer progression in a stage‐dependent manner regardless of cancer type and model.

## 3 Discussion

In this study, we showed that the regulome of the oncogenic signaling adaptor *YWHAG* is a key constituent of EMT and metastasis mechanisms with broad clinical impact across different human cancer types. This coordinating function is specific to *YWHAG*, which was not observed for other 14‐3‐3 members, namely, *YWHAE* and *YWHAH*. We constructed a *YWHAG* regulome that is enriched in genes involved in cellular metabolism and the stress response. These highly intertwined networks highlight *YWHAG* as a signaling hub that coordinates EMT‐associated processes via its interaction with a plethora of functionally different proteins, hence coordinating a wide array of regulatory networks. We further demonstrate that a *YWHAG*‐dependent cytoprotective mechanism is embedded in EMT‐associated networks that protect cancer cells from oxidative catastrophe by *YWHAG* interaction with macroautophagic machinery and enhancing autophagy. Finally, *YWHAG* deficiency leads to increased intracellular oxidative stress and impairs autophagy, substantially inhibiting tumor growth and metastasis.

Two key cellular activities emerge when we examine the *YWHAG* regulome during EMT: metabolism and stress response. A previous study showed that *YWHAG* elevates the cellular adenylate energy flux via interaction with tuberous sclerosis complex proteins (TSC) and Snai1.^[^ ^7a^ ^]^ Such interactions reprogram cancer metabolism through increased lipid and glucose catabolism to secure ample cellular energy that fuels EMT and other ancillary activities, i.e., chemoresistance.^[^ ^7^ ^]^ The resultant high ROS generation caused by metabolic overdrive is mitigated by a *YWHAG*‐dependent cytoprotective mechanism through enhanced autophagy, which is both a nutrient recycler and a repair mechanism for irreversibly damaged molecules due to overwhelming oxidative stress.^[^ ^20^ ^]^ *YWHAG* has been implicated in autophagy.^[^ ^21^ ^]^ The phosphorylation of endonuclease G, which is a mitochondrial nuclease, strengthens its binding affinity with *YWHAG*, leading to mammalian target of rapamycin (mTOR) suppression and autophagy initiation. Our data reveal that autophagy is a pivotal process for cancer metastasis, and *YWHAG* deficiency dismantles the EMT‐associated network and ceases these processes. Conceivably, by coordinating autophagy, *YWHAG* offers a prosurvival and cytoprotective mechanism that enables metabolic flexibility, self‐renewal, and repair mechanisms to counteract energy‐demanding EMT and metastatic cascades. Our findings showed the significant influence that *YWHAG* has on metabolic and transcriptional reprogramming in metastasis.

Our comprehensive analysis by interrogating the TCGA and GENT2 databases revealed that almost 70% of deposited tumors, mostly solid tumors, displayed significantly higher *YWHAG* expression than cognate normal tissues. This suggests that *YWHAG* is often overexpressed in most solid tumors, such as pancreatic, gastric, lung, breast, and hepatocellular carcinoma, and that *YWHAG* overexpression leads to the activation of signaling pathways that drive cancer progression.^[^ ^7^, ^22^ ^]^ High *YWHAG* expression correlates with poor prognosis in patients. By stratifying patients into high‐ and low‐*YWHAG* expressing tumors, we observed that patients with high‐*YWHAG* expressing tumors were found to have an overall shorter median survival time, reemphasizing the clinical relevance of *YWHAG* in metastasis and disease relapse.

While comprehensive molecular characterization of human cancers has advanced cancer diagnostics and treatments, a large and untapped therapeutic space is occupied by nonenzymatic proteins that can be targeted only through their regulome. *YWHAG*, an oncogenic signaling adaptor protein, is a highly promising target against tumor metastasis. Thus, network perturbations through the disruption of the regulome of *YWHAG* offer a potentially novel and effective strategy to curtail tumor metastasis. *YWHAG* is an atypical target that lacks a ligand‐binding pocket and enzymatic activity; instead, *YWHAG* regulates many signaling pathways via its interactomes, rendering it at the center of an adaptive signaling hub. Currently, there is no small‐molecule inhibitor of *YWHAG*. Therefore, a conventional pharmacotherapy‐based approach may not be applicable to target *YWHAG*. In this context, the US Food and Drug Administration recently approved the first RNA‐based gene silencing drug,^[^ ^23^ ^]^ which paves the way for therapeutically inhibiting other nonenzymatic targets, such as *YWHAG*. Although *YWHAG* deficiency did not affect the viability of nontumorigenic cells, marrying si*YWHAG* with targeted delivery strategies will enhance its safety profile. The *YWHAG* interactome also represents a novel target space for protein‒protein interaction (PPI) modulators in metastatic cancer. There has been increased interest by pharmaceutical companies in developing drugs targeting PPIs in recent years. PPI inhibitors, including BH3 and second mitochondrial‐derived activator of caspase mimetics and tubulin polymerization inhibitors, are often used in anticancer drugs.^[^ ^24^ ^]^ Studies have explored the crystal structures of 14‐3‐3 members, allowing us to better understand the target domain interaction surfaces. The sequence of the target proteins of *YWHAG* has been elucidated to involve the RXXpS/TXP sequence.^[^ ^25^ ^]^ While this approach was not investigated in this study, deliberate disruption of the *YWHAG* interactome will yield important clinical information on metastasis.

## 4 Conclusion

To conclude, we elucidated a *YWHAG* regulome that coordinates gene regulatory networks for EMT‐associated processes in metastatic cancer cells. We further revealed that the regulome involves a cytoprotective mechanism that protects metastatic cancer cells from oxidative cell death by modulating autophagy. Disruption of the *YWHAG* regulome offers a new strategy to curtail tumor metastasis.

## 5 Experimental Section

### Cell Culture

The polarized human gastric adenocarcinoma cell line MKN74 and the human epidermal keratinocyte cell line HaCaT were cultured as previously described.^[^ ^7^, ^26^ ^]^ YTN3, YTN5, and YTN16, *N‐methyl‐N‐nitrosourea*‐induced murine glandular stomach carcinoma cells, were kind gifts from Prof. Tetsuya Tsukamoto (Fujita Health University, Aichi, Japan).^[^ ^19^ ^]^ Human breast carcinoma, MCF7 and hepatocellular carcinoma, HepG2, were purchased from American Type Culture Collection and cultured in RPMI‐1640 and DMEM supplemented with 10% FBS, respectively.

### In Vitro EMT Models

TGF‐β1 (10 ng mL^−1^) (Peprotech, New Jersey, USA) or dimethyloxaline glycine (DMOG) (0.5 mm) (Sigma–Aldrich, Missouri, USA) was used to induce EMT. Cells were seeded at 525 cells cm^−2^ in 10 cm dishes 2 days before the experiment. The culture medium was replaced with serum‐free medium prior to the addition of EMT inducers. Cell viability was determined with trypan blue. MKN74^siYWHAG^ cells were transfected with 10 nm siRNA for 8 h before the medium was replaced with complete RPMI‐1640 for an hour before replacing with serum‐free medium containing EMT inducers for 48 h. Autophagy was triggered with 1 nm rapamycin (Sigma–Aldrich, Missouri, USA) and inhibited using 50 µm chloroquine (Sigma–Aldrich, USA) for 48 h.

### Generation of the Inducible YTN3^shYWHAG^ Cell Line

A doxycycline‐inducible pSingle‐tTS‐shRNA vector carrying sh*YWHAG* was transfected into YTN3 cells using Lipofectamine 2000. The murine *YWHAG* shRNA target sequence was 5′‐ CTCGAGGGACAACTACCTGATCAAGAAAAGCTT‐3′. YTN3^shYWHAG^ cells were selected with 500 µg mL^−1^ G418. YTN3^shYWHAG^ cells were treated with doxycycline (1–10 mg mL^−1^) (Sigma–Aldrich, USA) before being harvested. The knockdown efficiency was verified by qPCR and immunoblotting.

### Transcriptomic Meta‐Analysis

A repository search was conducted up to 2021 from databases to identify RNA‐seq studies for in vitro EMT models using cancer cell lines. Four RNA‐Seq datasets (GSE82104, GSE90566, GSE75487, and GSE148823) were downloaded from the repository, of which one experiment treated PANC1 and A549 with TGF‐β1 (GSE90566), another one induced hypoxia in PANC1 with cobalt(II) chloride (CoCl2) (GSE82104), and two overexpressed Zinc Finger E‐Box Binding Homeobox 2 (Zeb1) in H538 (GSE75487) and Zinc Finger E‐Box Binding Homeobox 1 (Zeb2) in DLD1 (GSE148823), respectively. The in‐house sequencing data of MKN74 cells with EMT induction have been deposited in the GEO database (GSE204929).

DESeq2 was used to perform differential gene expression between the control (no EMT) and treatment groups of the aforementioned datasets separately.^[^ ^27^ ^]^ To integrate the datasets, we selected genes which were either consistently up‐ or downregulated in at least 80% of the datasets. One thousand two hundred seventy genes representing the common EMT‐associated transcriptomic profile across five cancer cell types and six EMT inducers were shortlisted, of which 494 genes were upregulated and 776 genes were downregulated. Functional enrichment analysis of the EMT‐associated genes was carried out using ViSEAGO.^[^ ^28^ ^]^ Using a semantic similarity method of best‐matched average in ViSEAGO, the DEGs were clustered into seven main functional clusters.

### Kinase Inhibitor Array

MKN74 and *YWHAG*‐knockdown MKN74 (MKN74^siYWHAG^) cells were treated with two kinase inhibitor panels (SYN‐2103; SYNkinase, Victoria, Australia & TargetMol, Massachusetts, USA) comprising 188 distinct small‐molecule inhibitors collectively targeting 130 unique protein kinases^[^ ^29^ ^]^ in the presence of EMT inducers. Treated cells were imaged over 48 h using JuLi Stage (NanoEnTek Inc., Seoul, Korea). The Euclidean distance between multivariate centroids of the cell populations was considered the migratory distance and measured at 4 h intervals for 48 h. The log fold change of the migratory distance of cancer cells treated with kinase inhibitors compared to untreated cells was determined. The temporal changes in the migratory distance were expressed as the area under the curve (AUC) and compared between wild‐type MKN74 and MKN74^siYWHAG^ to identify protein kinases implicated in EMT. *YWHAG*‐dependent/*YWHAG*‐independent EMT inhibitors were categorized using the quantile‐based cutoffs according to the following criteria (Figure S6, Supporting Information):

1) Kinase inhibitors with AUCs ≤ 25th percentile in MKN74 and MKN74^siYWHAG^ are classified as **YWHAG‐independent EMT inhibitors**
2) Kinase inhibitors with AUCs ≤ 25th percentile in MKN74, but > 25th percentile in MKN74^siYWHAG^ are identified as **YWHAG‐dependent EMT inhibitors**
3) Kinase inhibitors with AUCs < 75th percentile in MKN74, but ≥ 75th percentile in MKN74^siYWHAG^ are labeled as **YWHAG‐dependent EMT activators**

KinMap was used to illustrate the kinomic changes in *YWHAG*‐knockdown MKN74 cells during EMT (Figure 2C).^[^ ^30^ ^]^

### Construction of *YWHAG* Regulome During EMT

Data integration between EMT and *YWHAG*‐dependent biological activities was performed at the functional level based on a published workflow with some modifications.^[^ ^31^ ^]^ Functional enrichment analyses of the EMT‐associated DEGs (1270 genes; Figure 1A), *YWHAG*‐dependent kinases, and DEGs (Figure 2B; Figure S2E, Supporting Information) were carried out using ViSEAGO^[^ ^28^ ^]^ to identify EMT‐ and *YWHAG*‐associated functional changes. Enriched gene functions associated to EMT and *YWHAG* with a false discovery rate (FDR) < 0.05 were loaded to Cytoscape to construct a connectivity network based on the number of shared genes between the functions (edge cutoff similarity = 0.375).^[^ ^32^ ^]^ The nodes (which are the enriched functions) were color‐coded to reflect their origins (EMT‐ or *YWHAG*‐associated functional changes). The nodes were grouped using AutoAnnotate plugins to annotate the functional clusters. Compound Spring Embedded (CoSE) Cluster layout was used to construct the layout of the network and segregate the functional clusters.

### Immunofluorescence and Immunohistochemistry

EMT was identified by immunofluorescence staining for E‐cadherin and vimentin as previously described.^[^ ^7a^ ^]^ The primary and secondary antibodies used are listed in Table S4 (Supporting Information). Cells were counterstained with DAPI and visualized with Carl Zeiss Axio Observer 7 (Carl Zeiss, Germany). Tumor biopsies were fixed, dehydrated, paraffin embedded, and processed into tumor sections as previously described.^[^ ^33^ ^]^ Images of the sections were acquired using a Zeiss Axio Scan Z1 (Carl Zeiss, Germany).

### CellROX Green Assay

Following EMT induction, 5 µm CellROX Green reagent (Thermo Fisher Scientific, USA) was added to the cells and incubated at room temperature in the dark. Cells were washed with phosphate buffered saline (PBS) twice before resuspension in PBS for flow cytometry using BD Accuri C6 Plus (BD Biosciences, USA).

### Autophagic Flux Assay

The presence of preautophagosomes, autophagosomes, and autolysosomes (autophagolysosomes) in MKN74 and MKN74^siYWHAG^ cells during EMT was determined using Autophagy Assay kit according to the manufacturer's instructions (ab139484, Abcam, UK). Images were acquired at 40× immediately after staining with 488 nm excitation using Carl Zeiss Axio Observer 7 (Carl Zeiss, Germany).

### In Vivo Induction of EMT

Eight weeks old NSG mice (18–21 g) were randomized into different cages and subcutaneously injected with 1 × 10^6^ of YTN5, YTN16, YTN3, or YTN3^shYWHAG^ cells resuspended in Matrigel, respectively. All YTN3^shYWHAG^ mice were fed a doxycycline diet (625 mg kg^−1^) (Envigo, USA) 2 weeks postinjection. The tumors were monitored and measured with a Vernier caliper every other day. The sample size (*n* = 10 mice/treatment group) was determined using a power analysis. At endpoint, the mice were euthanized with carbon dioxide and primary and secondary tumors were harvested. The tumors were snap frozen in liquid nitrogen and stored at −80 °C until further analysis or fixed in 4% paraformaldehyde for tissue processing. All procedures in the animal experimentation were performed according to the Nanyang Technological University's Institutional Animal Care and Use Committee guidelines (A19032, A19034).

### Statistical Analysis

Statistical analyses were performed with two‐tailed nonparametric Mann–Whitney tests. A *p* value of < 0.05 was considered significant (*p < 0.05; **p < 0.01; ***p < 0.001; n.s., not significant).

### Ethics Approval

All procedures in the animal experimentation were performed according to the Nanyang Technological University's Institutional Animal Care and Use Committee guidelines (A19032, A19034).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

N.S.T., J.X.T.L., and H.S.C. designed and performed the experiments and interpreted the data. J.X.T.L., W.R.T., Z.S.L., W.D.C.Y., B.S., and H.S.C. performed the meta‐analysis. J.X.T.L. and J.Q.L. performed the kinase inhibitor screen. J.X.T.L. and H.S.C. performed the kinase inhibitor screen analysis. J.X.T.L. and D.C. performed the FACS analysis. T.Y. and S.N. generated the YTN3 cell lines. J.X.T.L. and M.I.G.V. performed the in vivo animal experiments. N.S.T., J.X.T.L, and H.S.C. wrote the manuscript. All authors reviewed the manuscript.

## Supporting information

Supporting Information Click here for additional data file.

Supporting Information File 1 Click here for additional data file.

Supporting Information File 2 Click here for additional data file.

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

How the deposited data were processed for this re-analysis (not part of the article)

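RNA-seq was analysed in MKN74 gastric carcinoma cells without siRNA and in MKN74 cells transfected with 10 nM of siRNA against *YWHAG* (MKN74 siYWHAG). Each kind of cells was represented by 4 libraries without inducer, 2 with 0.5 mM DMOG for 48 h and 2 with 10 ng/mL TGF-β1 for 48 h, 16 libraries in all. Conditions and replicate numbers were taken from the sample labels and doses and times from the paper's methods, and every library had a label that placed it in 1 condition.

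The authors deposited raw counts per gene, without normalization or pooling of replicates. The libraries without siRNA have a table each of 60662 lines, whose header names STAR, whose layout is that of featureCounts and whose identifiers are those of GENCODE on GRCh38, with the version and options not stated. The 8 siYWHAG libraries share a table of 60683 genes made with featureCounts over exons of Ensembl genes on GRCh38, with read pairs counted once, strand not used and reads with several alignments not counted. The aligner of that table is not stated. A line of the siYWHAG table was broken over 2 lines and was joined again, which concerned 198 counts. The counts of genes that overlap, or that have near-identical copies or an antisense neighbour, are uncertain because neither counting is stated to separate them. Identifiers without their version joined the tables on 60610 genes, of which 59819 (98.69%) had the same length in both. Symbols were found for 42013 of 60690 identifiers (69.2%). The number of columns belonging to samples other than these was 0.

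Total counts ranged from 17140244 to 24787932 per library. At this depth a gene with fewer than about 10 counts per library has a wide error, and groups with at most 3 counts in every library were treated as a floor, so that a fold change against them is given as a bound. Precision is limited mainly by the 2 libraries per inducer.

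Counts were normalized with the TMM method of edgeR 4.0.16 in R 4.3.3, genes were filtered with filterByExpr, and contrasts were tested with the quasi-likelihood functions glmQLFit and glmQLFTest. A call is a Benjamini-Hochberg adjusted p under 0.05 without a limit on the fold change. Libraries without siRNA were fitted together, as were the siYWHAG libraries, and comparisons between the cells used a fit of all 16. The difference in response to an inducer was tested as an interaction contrast. CPM values are after TMM normalization. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and again with the correlation estimated from the residuals and with fry, each with Benjamini-Hochberg adjustment. Tables were handled with data.table 1.17.8, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

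The designs, the 21 gene lists and the alternatives were set before the data were examined, except for an alternative without the genes at 0 in 1 kind of table and for 3 lists (blood cells, immediate-early genes and interferon-stimulated genes), which were added after values had been seen. The lists were written by hand for the terms of Figure S2E, Figure 2D and Figure 1A, for the modules legible in Figure 1B, for epithelial and mesenchymal markers, and for hypoxia and TGF-β responses as positive controls. The cell division list is that of the Seurat package. The genes named are the hub genes, the 14-3-3 genes and the qPCR and immunoblot markers of the paper. To these were added, in each comparison, the 5 genes with the largest change each way among those called, with a symbol, a mean log2 CPM of at least 1 and groups that do not overlap, and up to 5 genes with the smallest adjusted p in each list that passed. A gene that this rule names is not reported here. *FOS* differences between the cells, *HBB*, *HBA2* and the mitochondrially encoded genes were singled out after their values were seen.

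Each step was tested on simulated counts drawn from the real means and library sizes, in which 200 genes were changed. edgeR recovered 199 (99.5%) with 2 against 4 of 8 libraries among 15617 genes, 197 (98.5%) with 2 against 2 of 16 libraries among 16212 genes, 200 (100%) with 4 against 4 among 16196 genes, and 190 (95%) for the interaction among 16231 genes. DESeq2 1.42.0 recovered 199 among 15595 genes. On simulated counts of 16219 genes, camera and fry each called a shifted list of 50 genes and 0 of 200 random lists. For comparisons that share controls, 20 simulations without effect gave the correlation to set beside the observed one.

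The alternatives were DESeq2, library totals, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, an absolute log2 fold change of at least 1, leaving out each library in turn, only the compared groups in the fit, a replicate block, subsets of the controls, gene identifiers of equal length, and the other list tests.

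The supplementary sheets of the kinase inhibitor screen give a single fold change of migratory distance per inhibitor and time, and were classified by the paper's percentile classes on the area under the curve of this fold change, without a logarithm, from 0 to 48 h, with the 25th and 75th percentiles taken within each series. The paper's methods speak of the log fold change, which was used as an alternative on the log2 scale. They hold 189 distinct inhibitor names with DMOG and 183 with TGF-β1, against the paper's 188. No test was made on them. The paper's shortlist of differentially expressed genes, its public datasets, the ViSEAGO terms and the experiments in other cell lines were not analysed here.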

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

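The tests of GC content and gene length, of exons shared between genes, of the scaling of mitochondrial and interferon-stimulated genes, and of the immediate-early and interferon-stimulated lists as classes were set before their results were seen, and the other tests in this part were chosen only after the result was seen.

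In a pair of measurements, 1 of the 4 MKN74 siYWHAG libraries without inducer lay apart from the rest. *POLR1B* had 95.8 CPM in library 4 against 89.6 to 90.03 CPM in the others, a gap of 0.934 of the whole range, and *YWHAG* had 58.6 CPM in library 2 against 53.4 to 54.2 CPM, a gap of 0.844. These are 2 of 51 groups examined, which is about what chance gives, and different libraries were concerned. No explanation was tested.

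The response to the inducer differed between the cells, by an interaction test, for 8426 genes with DMOG and 7856 with TGF-β1. In a fit of the 8 libraries without inducer alone, 9537 genes differed between MKN74 siYWHAG and wild-type cells, and 1 of the 35 splits of the 8 control libraries gave as many genes, the real one. This bears on the difference without inducer and not on the differences in response, for which no splits were made. GC content and gene length, known for 98.1% of the genes, took up 3.2% of the variance of the log2 fold changes without inducer and at most 5.8% over the 9 comparisons. The differences in response to DMOG and to TGF-β1 correlated across genes at 0.655, above the highest of 20 simulations without effect, 0.339, so that chance values of shared controls were excluded as the whole source of this correlation. The siRNA, the transfection and the set of tables changed together, and the paper's text does not say whether both kinds of cells were grown and sequenced together, so that an effect of the knockdown and a difference between the experiments cannot be told apart for these genes. No library with another siRNA was analysed here.

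At 0 counts in all 8 libraries without siRNA and at least 10 in every siYWHAG library were 67 genes, of which 47 have a symbol. The reverse held for 9 genes. All 16 pseudoautosomal genes counted at least 10 times in every siYWHAG library were among the 67, against 51 of 13240 other genes. A difference between the tables in how reads on the pseudoautosomal regions were aligned or counted is a candidate explanation for these 16, since the tables of the wild-type libraries list these genes a second time. For the other 51 genes, exons shared with another gene, whose reads a counter can drop as ambiguous, were examined. Only 1 of them, *CFAP126*, had at least 95% of its exon bases within exons of other genes in the tables of the wild-type libraries and not in the siYWHAG table. Cover to this extent in the wild-type tables alone was thus excluded as the cause for the others. Smaller overlaps, which can also cost reads, were not tested. Another difference between the tables cannot be told apart from one between the cultures for these 51. Of 9502 genes outside the pseudoautosomal regions with at least 100 counts in every siYWHAG library, 9 had 0 counts and 8 had 1 to 40 counts summed over the wild-type libraries, which are too few to show whether genes at exactly 0 outnumber those with low counts.

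*FOS* stood at 155.9 ± 2.84 CPM in MKN74 siYWHAG and 745 ± 22.5 CPM in wild-type cells without inducer (SD, n = 4 each), a log2 fold change of -2.26, and at 0.14 and 0.12 with DMOG and TGF-β1. The differences in response were 2.40 with DMOG (adjusted p = 1.38e-32) and 2.38 with TGF-β1 (adjusted p = 3.67e-32 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 4 siYWHAG controls under all 4 wild-type controls. A fixed ratio between the tables was excluded, because it would give a difference in response near 0 and not 2.40. The immediate-early genes without *FOS* (37 genes) were lower as a list in the siYWHAG controls, with a median of -0.475 (23 genes lower, 7 higher; adjusted p = 1.22e-06 from camera with Benjamini-Hochberg adjustment over 18 tests), and higher in the differences in response, at 0.61 with DMOG and 0.54 with TGF-β1. With the correlation estimated from the data the first did not pass (adjusted p = 0.0684 from camera with Benjamini-Hochberg adjustment). A change of the class of immediate-early genes without inducer is thus a candidate explanation, and whether the knockdown, the transfection or the handling of the cells before lysis lies behind it was not tested.

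The 13 mitochondrially encoded mRNAs took 5.19 ± 0.348% of the counts in wild-type control (SD, n = 4), 0.832 ± 0.129% in DMOG and 2.93 ± 0.296% in TGF-β1 libraries (SD, n = 2 each). In MKN74 siYWHAG cells the shares were 2.89 ± 0.123% (SD, n = 4), 2.89 ± 0.101% and 3.83 ± 0.117% (SD, n = 2 each). Their median log2 fold change with DMOG was -2.51 in wild-type and -0.20 in MKN74 siYWHAG cells, where it turned to 0.08 with upper-quartile normalization. The median difference in response to DMOG was 2.50, with all 13 called higher, and 1.23 with TGF-β1. Scaling between libraries was excluded, since the DMOG value was at least 2.48 under TMM, library totals, upper-quartile normalization and DESeq2's size factors. A fixed difference between the tables in the alignment of mitochondrial reads was excluded too, because it would leave this difference of 2.50 near 0. The mitochondrial rRNAs *MT-RNR1* and *MT-RNR2*, chosen after their values were seen, fell with DMOG in wild-type cells (log2 fold changes -1.69 and -1.41) and rose in MKN74 siYWHAG cells (1.56 and 1.46), where no scaling turned them. Their share of the counts went from 0.442 ± 0.023% (SD, n = 4) to 0.156 ± 0.019% (SD, n = 2) in wild-type and from 0.242 ± 0.015% (SD, n = 4) to 0.659 ± 0.013% (SD, n = 2) in MKN74 siYWHAG cells, and the differences in response were 3.27 and 2.89 (adjusted p = 1.71e-32 and 6.79e-33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A hypothesis left open is that the response of mitochondrial transcripts to DMOG differs in cells with the knockdown of *YWHAG*, and so is a difference between the experiments in the culture or in the isolation of RNA.

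Interferon-stimulated genes stood among the largest decreases with DMOG in wild-type cells and the largest differences in response. A list of 41 such genes, made without the 6 genes seen, had a median log2 fold change of -1.501 with DMOG in wild-type cells (37 lower, 1 higher; adjusted p = 2.26e-16 from camera with Benjamini-Hochberg adjustment over 18 tests). In MKN74 siYWHAG cells it was -0.14 (adjusted p = 0.81 from camera with Benjamini-Hochberg adjustment), or 0.14 with upper-quartile normalization. The median difference in response to DMOG was 1.19 (34 higher, 2 lower; adjusted p = 4.33e-43 from camera with Benjamini-Hochberg adjustment), which held with the correlation estimated from the data (adjusted p = 6.69e-06 from camera with Benjamini-Hochberg adjustment). It was at least 1.19 under 3 scalings, so that scaling was excluded as the whole cause, and the class as a whole moved, as the test on genes not seen before required. The list was also higher in the siYWHAG controls, at 0.51 (30 higher, 5 lower, adjusted p = 1.13e-06 from camera with Benjamini-Hochberg adjustment). Between the cells it was higher with DMOG too, at 1.57 (40 higher, 0 lower), and with TGF-β1, at 0.56 (36 higher, 0 lower). A response to transfected double-stranded RNA is a candidate source of the rise in the siYWHAG controls. With no other siRNA analysed here it cannot be told apart from an effect of the knockdown or of the tables. It was excluded for the fall with DMOG in wild-type cells, which received no siRNA (median -1.501).

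*HBB* and *HBA2* were counted in some wild-type libraries. *HBB* had 0, 0, 0 and 196 counts in control libraries 1 to 4, 200 and 169 in DMOG libraries 1 and 2, and 0 and 193 in TGF-β1 libraries 1 and 2, and *HBA2* had 0, 0, 0, 38, 37, 27, 0 and 36 in the same order. The siYWHAG libraries had 0 counts of *HBB* and at most 5 of *HBA2*. Induction by the treatment was excluded, since control library 4 has 196 counts of *HBB*. A list of 50 genes of blood cells was then written, of which 4 had been seen, 18 are counted by the siYWHAG libraries and 28 have at most 8 counts over them. Those 28 genes summed to 7, 4, 10 and 92 counts in control libraries 1 to 4, 84 in DMOG library 2 and more in DMOG library 1, 6 and 87 in the TGF-β1 libraries, and 2 to 10 in the siYWHAG libraries. RNA from blood cells at a trace level is therefore a candidate explanation (92 counts in control library 4). Its source was not tested.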

How the results depend on the processing

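The alternative without the genes at 0 in 1 kind of table was chosen only after the result was seen, and the interferon-stimulated and mitochondrially encoded genes were singled out after values of such genes were seen. Of 2307 comparisons of a result with its value under an alternative, 2148 kept their direction and their side of the threshold, or stayed within the limit for a count or a value without a test, 39 were weaker, 31 stronger, 32 reversed and 57 moved. For 179 of the 203 results on single genes other than *YWHAG*, no setting changed the call or the direction. Where a result changed, the cause was not tested.

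Counts of genes called stayed within 1.5 times under DESeq2, the scalings, the filters, the fits of the compared groups alone, the subsets of controls and the replicate block. With an absolute log2 fold change of at least 1, which by its construction removes calls, they were 4944 with DMOG and 1780 with TGF-β1 in wild-type cells, 6853 and 3807 in MKN74 siYWHAG cells, 2384, 2163 and 2460 between the cells with DMOG, TGF-β1 and no inducer, and 2359 and 2026 for the differences in response. The number of genes changed the same way by DMOG and TGF-beta1 in MKN74 was then 1323. Leaving out a single control library moved the counts little, from 11697 to 11914 with DMOG and 8745 to 9077 with TGF-β1. Leaving out a library of an inducer leaves 1, so that no calls were made, and the log2 fold changes of all genes then correlated with those of all libraries at 0.880 to 0.985. Library totals moved the median of all genes by 0.126 with TGF-β1 in MKN74 siYWHAG cells.

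*YWHAG* with DMOG in wild-type cells was not called with DESeq2 (log2 fold change 0.0892) or library totals (0.0422), nor without control library 1 (0.087) or 3 (0.1156). It ranged from 0.0569 (without DMOG library 1) to 0.1395 as libraries were left out. With TGF-β1 its direction turned with library totals (0.0637) and upper-quartile normalization (0.0667), and it ranged from -0.0749 (without TGF-β1 library 1) to 0.0369 (without library 2). The other ranges for *YWHAG* were -0.785 to -0.599 with DMOG in MKN74 siYWHAG cells, -2.04 to -1.85 and -1.595 to -1.497 between the cells with DMOG and TGF-β1, and -0.876 to -0.689 for the difference in response to DMOG.

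Among the other genes, directions turned for few values. They were *FOS* with DMOG (0.0307 with upper-quartile normalization), *SFN* between the cells with DMOG (-0.0169 with DESeq2, -0.0289 with library totals), and *NFE2L2* with TGF-β1 (-0.0032 with DESeq2, -0.0144 without a filter, -0.0011 with control libraries 1 and 2 only) and in the difference in response to TGF-β1 (0.0034 with upper-quartile normalization). With DMOG in wild-type cells *YWHAE* (-0.0168 with library totals, -0.0459 without a filter) and *YWHAQ* (0.0015 with upper-quartile normalization) turned.

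The replicate numbers do not pair the libraries. Over 15 pairs of conditions, the deviations of same-numbered libraries from their group means had correlations from -0.081 to 0.073. With the replicate block, of 252 results 245 were the same, 2 weaker, 3 stronger and 2 reversed. The reversed ones were *YWHAG* (0.0188) and *NFE2L2* (-8e-04) with TGF-β1 in wild-type cells, and the calls were 11336 with DMOG and 8352 with TGF-β1.

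With the correlation within a list estimated from the data, medians do not change, and of 21 lists those called fell from 15 to 2 with DMOG and from 12 to 2 with TGF-β1 in wild-type cells, and from 3 to 1 and from 7 to 0 between the cells with DMOG and TGF-β1. Among the lists recomputed under every alternative, those no longer called were mitochondrial gene expression (-0.892) and TGF-β response (0.568) with DMOG, mitochondrial gene expression (-0.373), hypoxia response (0.209) and TGF-β response (0.329) with TGF-β1, lipid metabolism between the cells with DMOG (-0.169), and inflammatory signaling (-0.209), stress signaling (0.029) and cell division (-0.238) between the cells with TGF-β1. fry, which asks whether a list changes at all, called 15 and 16 of the 21 lists between the cells with DMOG and TGF-β1. The further ones among the lists recomputed under every alternative were, with DMOG, inflammatory signaling (-0.013), stress signaling (-0.074), FGF signaling (-0.111), secondary metabolic process (0.025), necrotic cell death (-0.102), autophagy (-0.073) and mitochondrial polarization (0.047). With TGF-β1 they were FGF signaling (0.103), secondary metabolic process (-0.031), necrotic cell death (-0.081), autophagy (-0.002) and glucose transport (0.102), while ER stress (-0.041) turned its direction.

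Taking the difference in response in place of the comparison under an inducer turned the direction, as the list test gives it, of inflammatory signaling (-0.319), secondary metabolic process (0.224) and glucose transport (0.044) with DMOG, and of secondary metabolic process (0.09), autophagy (-0.115), lipid metabolism (0.191) and mitochondrial polarization (-0.123) with TGF-β1. Necrotic cell death became called with both (-0.264 and -0.21), and lipid metabolism with DMOG was not called (-0.088).

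With at least 10 counts in every library, inflammatory (-0.063) and stress signaling (0.031) between the cells with TGF-β1 were not called, and ER stress (-0.045) and mitochondrial polarization (-0.13) turned. The latter turned with upper-quartile normalization (-0.113), and both turned without the genes at 0 in 1 kind of table, at -0.041 for ER stress and at -0.133 for the mitochondrial polarization list, siYWHAG against no siRNA under TGF-beta1. The median with DMOG in MKN74 siYWHAG cells turned for the mitochondrially encoded mRNAs with upper-quartile normalization (0.078), and that of the interferon-stimulated genes was 0.139 there and -0.011, with the test's direction upward, with at least 10 counts.

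As libraries were left out, list medians with DMOG in wild-type cells ranged from -2.07 to -1.98 for cell division, -0.949 to -0.871 for mitochondrial gene expression, 2.65 to 2.82 for hypoxia response and 0.488 to 0.588 for TGF-β response. With TGF-β1 they were 0.158 to 0.23 for hypoxia and 0.315 to 0.446 for TGF-β response. Between the cells with DMOG they were -0.092 to -0.028 (without siYWHAG DMOG library 2) for stress signaling, -0.131 to -0.091 for FGF signaling, -0.063 (without siYWHAG DMOG library 2) to 0.152 (without library 1) for secondary metabolic process, -0.111 (without wild-type DMOG library 2) to -0.058 for ER stress and -0.061 (without wild-type DMOG library 2) to 0.019 (without siYWHAG DMOG library 1) for glucose transport, -0.149 to -0.01 (without siYWHAG DMOG libraries 2 and 1 in turn) for necrotic cell death and -0.113 to -0.027 (without wild-type DMOG libraries 2 and 1 in turn) for autophagy. With TGF-β1 they were -0.301 to -0.162 for inflammatory signaling, -0.025 (without siYWHAG library 1) to 0.063 (without wild-type library 2) for stress signaling, -0.032 to 0.025 (without wild-type libraries 2 and 1 in turn) for autophagy, -0.086 (without siYWHAG library 1) to -0.031 for ER stress, -0.006 (without siYWHAG library 2) to 0.161 (without wild-type library 2) for glucose transport, -0.056 (without wild-type library 2) to -0.006 for lipid metabolism and -0.17 (without siYWHAG library 2) to -0.095 for mitochondrial polarization.

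With the percentiles of MKN74 cells used for both kinds of cells, the kinase inhibitor classes common to both inducers held 26 activators and 8 inhibitors in place of 10 and 5. Gene identifiers of equal length in both tables changed none of the 117 results compared. Depth limits what can be said of genes with few counts, such as *VIM*, with 6 to 43 counts in the wild-type and 0 to 19 in the siYWHAG libraries, and *CDH2*, *TWIST1* and *ZEB1*, with at most 9.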

Differences from the paper's values

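None of the tests in this part was chosen only after the result was seen.

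The paper gives counts of kinase inhibitors from comparing both inducers, and the legend of Figure 2B,C speaks of kinases common to both screens, while the text does not give the rule by which an inhibitor was counted over both. The main counts here rest on the fold change without a logarithm, while the paper's methods speak of the log fold change, for which log2 was an alternative. Counted as inhibitors in the same class under both inducers from the supplementary sheets, the numbers differ. For activators 10 were found against the paper's 27. Of the alternatives set before the data were examined, the percentiles of MKN74 cells used for both kinds of cells closed this gap (26), and log2 fold changes (10) and the area from 4 to 48 h (9) did not. For inhibitors 5 were found against the paper's 27, and none of the alternatives set before the data were examined closed the gap (6 with log2 fold changes, 8 with the percentiles of MKN74 cells, 6 with the area from 4 h). For both classes together 15 were found against the paper's 54, and the same alternatives gave 16, 34 and 15, none of which closed the gap.

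The paper states that *YWHAG* expression rises with either inducer. In the RNA-seq libraries its log2 fold change was 0.12 with DMOG and 0.00 with TGF-β1, and no setting called it higher with TGF-β1. The paper states that E-cadherin falls and that EMT-related genes are overexpressed in MKN74 cells. In the wild-type libraries *CDH1* rose with DMOG (log2 fold change 0.57) and fell with TGF-β1 (-0.16), *SNAI1* fell with both (-0.46 and -0.92), and *VIM*, from few counts, fell with TGF-β1 (-1.93) and was not called with DMOG (-0.62). The paper also states that the knockdown raised epithelial and lowered mesenchymal markers. In the fit of all 16 libraries *CDH1* in MKN74 siYWHAG cells was at 749.4 CPM with DMOG and 588.5 CPM with TGF-β1. Wild-type cells had 697.1 and 416.2 CPM. Without inducer *CDH1* was lower in MKN74 siYWHAG cells, at 306.9 against 477 CPM. *SNAI1* was at 119.3 CPM with DMOG and 60.3 CPM with TGF-β1, against 111.4 and 79.8 CPM. These differences are confounded with the tables. The paper states that oxidative stress markers are overexpressed. *GPX1* fell with both inducers (-1.30 and -0.51), *NFE2L2* fell with DMOG (-0.19) and was not called with TGF-β1 (0.02), and *NOX4* had 0 counts in every library. *NFE2L2* was taken here as the gene of the paper's NRF2, which the paper spells out as nuclear respiratory factor 2. The paper's evidence for E-cadherin and for the oxidative stress markers includes protein, by staining or immunoblot. The messages in these libraries do not measure protein.

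The paper states that the knockdown activated inflammatory signaling under the inducers. The list written for it was lower between the cells with TGF-β1 (median log2 fold change -0.21) and not called with DMOG (-0.01), and no setting made it higher and called with TGF-β1. With DMOG, fry called it upward (adjusted p = 0.0499 from fry of limma with Benjamini-Hochberg adjustment), although its median is just under 0. Stress signaling, which the paper also states to be activated, was called higher with TGF-β1 (0.03) and not with DMOG (-0.07), where fry called it upward too. The paper states that FGF signaling and secondary metabolic processes were inhibited and necrotic cell death promoted. With the preset correlation none of these 3 lists was called with either inducer. fry called FGF signaling downward with DMOG (-0.11) and upward with TGF-β1 (0.10), secondary metabolic process downward with both (0.03 and -0.03), and necrotic cell death downward with both (-0.10 and -0.08). Taken as a difference in response, necrotic cell death was called lower with both inducers (-0.26 and -0.21), and inflammatory signaling was lower with both (-0.32 and -0.43). Between the cells without inducer, necrotic cell death was at 0.17 (not called) and inflammatory signaling at 0.27 (called). These controls enter the difference in response, so a lower response is not by itself a lower level under the inducer. The lists do not separate genes that promote a process from genes that restrain it, so a lower median does not measure less of the process.

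The paper states that autophagic proteins rise with the inducers and less so after the knockdown. The messages of *BECN1* and *MAP1LC3B* had lower differences in response (-0.57 and -0.54 with DMOG, -0.25 and -0.37 with TGF-β1), but that of *MAP1LC3A* had higher ones (1.21 and 1.10). That of *ATG5* had a lower one with TGF-β1 (-0.30), not called with upper-quartile normalization, and was not called with DMOG (-0.19).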

Other observations

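The test of the correlation against simulations and that of *YWHAE* were chosen only after the result was seen.

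The markers that the paper measured by qPCR, staining or immunoblot in other cultures were looked at in the RNA-seq libraries of wild-type cells. *CDH1* had 711.5 ± 28.4 CPM with DMOG (SD, n = 2) and 480.8 ± 11.7 CPM in control (SD, n = 4), a log2 fold change of 0.57 (standard error 0.0457, adjusted p = 4.4e-14), and 430 ± 11.3 CPM with TGF-β1 (SD, n = 2), a log2 fold change of -0.16 (adjusted p = 0.00374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that was not called with upper-quartile normalization. *SNAI1* had 156.1 ± 9.82 CPM in control (SD, n = 4), 113.7 ± 8.13 CPM with DMOG and 82.5 ± 5.05 CPM with TGF-β1 (SD, n = 2 each), with log2 fold changes of -0.46 (adjusted p = 4.83e-09) and -0.92 (adjusted p = 2.26e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 treated libraries lay under all 4 controls for *SNAI1*. *VIM* was near the limit of detection, at 1.65 ± 0.281 CPM in control, with log2 fold changes of -0.62 with DMOG (adjusted p = 0.082) and -1.93 with TGF-β1 (adjusted p = 3.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *GPX1* went from 96.3 ± 6.63 CPM in control (SD, n = 4) to 39 ± 0.634 CPM with DMOG and 67.8 ± 4.64 CPM with TGF-β1 (SD, n = 2 each), with log2 fold changes of -1.30 (adjusted p = 3.89e-20) and -0.51 (adjusted p = 3.75e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

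As lists, the epithelial markers (40 genes) rose with DMOG, with a median log2 fold change of 0.63 (30 called higher, 4 lower; adjusted p = 1.52e-11), and with TGF-β1, with a median of 0.12 (19 higher, 11 lower; adjusted p = 0.00602 from camera with Benjamini-Hochberg adjustment). The mesenchymal markers, of which 18 genes were expressed enough to be tested, had medians of 0.35 with DMOG (6 higher, 5 lower; adjusted p = 0.0101) and -0.02 with TGF-β1 (5 each way; adjusted p = 0.647 from camera with Benjamini-Hochberg adjustment). None of these calls held with the correlation estimated from the data. Between MKN74 siYWHAG and wild-type cells the epithelial list was at 0.08 with DMOG (adjusted p = 0.0178) and 0.14 with TGF-β1 (adjusted p = 0.00148 from camera with Benjamini-Hochberg adjustment).

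Autophagy genes rose in wild-type cells. The list (62 genes) had medians of 0.61 with DMOG (43 higher, 8 lower; adjusted p = 1.97e-07) and 0.34 with TGF-β1 (37 higher, 9 lower; adjusted p = 2.01e-07 from camera with Benjamini-Hochberg adjustment), which did not hold with the correlation estimated from the data. *MAP1LC3B* (log2 fold changes 1.91 and 1.36), *ULK1* (1.46 and 0.79), *RB1CC1* (1.31 and 0.48), *BECN1* (0.71 and 0.35), *MAP1LC3A* (0.70 and 0.51) and *SQSTM1* (0.65 and 0.89) were called higher with DMOG and with TGF-β1. *ATG5* was called with DMOG (0.18), but not with DESeq2, library totals or without a filter, and not with TGF-β1 (0.06). The difference in response between the cells was lower with DMOG and with TGF-β1 for *SQSTM1* (-1.59 and -1.28), *BECN1* (-0.57 and -0.25), *MAP1LC3B* (-0.54 and -0.37) and *RB1CC1* (-0.50 and -0.27), and higher for *ULK1* (0.50 and 1.83) and *MAP1LC3A* (1.21 and 1.10). For *ATG5* it was lower with TGF-β1 (-0.30) and not called with DMOG (-0.19). The TGF-β1 values of *BECN1*, *RB1CC1* and *ATG5* were not called with upper-quartile normalization (-0.14, -0.16 and -0.20). Inflammatory signaling rose with TGF-β1 (median 0.47; 34 higher, 8 lower; adjusted p = 1.49e-06) and was not called with DMOG (0.09; adjusted p = 0.237 from camera with Benjamini-Hochberg adjustment).

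Without inducer, 5 lists were called between MKN74 siYWHAG and wild-type cells. These were the *POLR1B* module, with a median of 0.46, and mitochondrial gene expression, with a median of 0.21 (adjusted p = 0.00272 for each from camera with Benjamini-Hochberg adjustment), the hypoxia response, with a median of -0.21 (adjusted p = 0.0183 from camera with Benjamini-Hochberg adjustment), inflammatory signaling, with a median of 0.27 (30 higher, 9 lower), and secondary metabolic process, with a median of -0.27 (9 higher, 19 lower; adjusted p = 0.00309 for each from camera with Benjamini-Hochberg adjustment), while necrotic cell death (0.17; adjusted p = 0.129) and cell division (0.11; adjusted p = 0.089 from camera with Benjamini-Hochberg adjustment) were not called. None of the lists called there held with the correlation estimated from the data.

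The log2 fold changes of DMOG and TGF-β1 in wild-type cells, which share 4 control libraries, correlated across genes above the highest of 20 simulations without effect, 0.329, so that chance values of the shared controls were excluded as the whole source of the correlation. The simulations drew only chance differences. A systematic difference between control and treated libraries other than the inducer was not tested.

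Among the other 14-3-3 genes, *YWHAE* was higher in MKN74 siYWHAG cells, at 1247 ± 30.6 CPM against 525.9 ± 19.8 CPM without inducer (SD, n = 4 each), with all 4 libraries above all 4. The log2 fold changes were 1.24 without inducer (adjusted p = 2.12e-33), 1.06 with DMOG (adjusted p = 1.31e-23) and 1.12 with TGF-β1 (adjusted p = 1.74e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The larger of its differences in response was 0.18 in size, so that a difference between the tables in alignment or counting, which gives the same ratio in each condition, cannot be told apart from a rise of *YWHAE* after the knockdown. Compensation for *YWHAG* is a hypothesis that stays open on the same ground. Without inducer the others were at 0.59 for *YWHAZ*, 0.39 for *YWHAH*, 0.29 for *SFN*, 0.18 for *YWHAB* (not called with upper-quartile normalization) and -0.03 for *YWHAQ*. Between the cells with DMOG *YWHAB* (-0.61), *YWHAQ* (-0.44) and *YWHAH* (-0.23) were lower, *YWHAZ* (-0.02) and *SFN* (0.00) were not called, and with TGF-β1 *YWHAH* (-0.56), *SFN* (-0.46), *YWHAB* (-0.34) and *YWHAQ* (-0.18) were lower.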
